# Transcriptome Characterization of Developing Bean (*Phaseolus vulgaris* L.) Pods from Two Genotypes with Contrasting Seed Zinc Concentrations

**DOI:** 10.1371/journal.pone.0137157

**Published:** 2015-09-14

**Authors:** Carolina Astudillo-Reyes, Andrea C. Fernandez, Karen A. Cichy

## Abstract

Dry bean (*Phaseolus vulgaris* L.) seeds are a rich source of dietary zinc, especially for people consuming plant-based diets. Within *P*. *vulgaris* there is at least two-fold variation in seed Zn concentration. Genetic studies have revealed seed Zn differences to be controlled by a single gene in two closely related navy bean genotypes, Albion and Voyager. In this study, these two genotypes were grown under controlled fertilization conditions and the Zn concentration of various plant parts was determined. The two genotypes had similar levels of Zn in their leaves and pods but Voyager had 52% more Zn in its seeds than Albion. RNA was sequenced from developing pods of both genotypes. Transcriptome analysis of these genotypes identified 27,198 genes in the developing bean pods, representing 86% of the genes in the *P*. *vulgaris* genome (v 1.0 DOE-JGI and USDA-NIFA). Expression was detected in 18,438 genes. A relatively small number of genes (381) were differentially expressed between Albion and Voyager. Differentially expressed genes included three genes potentially involved in Zn transport, including zinc-regulated transporter, iron regulated transporter like (ZIP), zinc-induced facilitator (ZIF) and heavy metal associated (HMA) family genes. In addition 12,118 SNPs were identified between the two genotypes. Of the gene families related to Zn and/or Fe transport, eleven genes were found to contain SNPs between Albion and Voyager.

## Background

Zinc is essential to human health and nutrition. Zinc is an important enzyme cofactor and component of proteins, and is needed for DNA synthesis, RNA transcription, and cell division [1]. Human Zn deficiency symptoms are quite varied, including reduced immune function, fetal brain cell development, and reproductive and cognitive development [2]. Mild to moderate Zn deficiency is common, especially in populations consuming vegetarian diets rich in unrefined cereals [3]. Biofortification of staple foods such as wheat and dry beans with Zn is one agricultural science based approach being developed and applied to combat micronutrient malnutrition [4].

Dry beans (*Phaseolus vulgaris* L.) are a nutrient dense food crop and a dietary staple in East Africa and Latin America. Genotypic variability for seed Zn levels is relatively high within the species and Zn seed levels from 20 to 59 μg g^-1^ have been observed [5,6]. Understanding the genetic control of seed Zn content has the potential to improve the breeding process for this important nutritional trait by identifying candidate genes for marker assisted selection and also increase the overall Zn content levels achievable through breeding.

Numerous genes involved in Zn transport have been characterized in model plant species including *Arabidopsis* and *Medicago* [7]. Major gene families shown to play a role in transport of Zn include, ZIP, YSL, NAS, ZIF, HMA and MTP. The ZIP family is made up of ZRT (zinc related transporter) and IRT (iron related transporter) like proteins. The common feature of members of this family is eight transmembrane domains and a metal binding domain [8]. In addition, transcription factors that regulate ZIP genes include members of the basic region leucine zipper (bZIP) gene family. bZIP19 and bZIP23 genes have been shown to interact with ZIP genes in *Arabidopsis* [9]. Yellow stripe like (YSL) is a gene family that transport metal-NA complexes long distance. In *Arabidopsis At*YLS*2* is responsible for mobilization of micronutrients such as Mn, Zn, Cu and Fe from leaves and for loading of Fe-NA complex into seed [10]. Nicotianamine (NA) a non proteinogenic amino acid chelates Fe and Zn phloem movement to sink tissue [11]. Four NA synthase genes have been characterized [12] and are related in reproduction and seed Fe loading [13]. Zinc sequestration and detoxification occurs in the vacuoles when zinc is abundant providing a site of zinc storage [14–16]. Several gene transporters have been reported to be involved in zinc translocation to the vacuoles. Zinc induced facilitator (ZIF1) protein contributes to Zn and NA sequestration into the vacuoles thus removing the opportunity for both to be transported symplastically [17]. Two members of the heavy metal ATPase gene family (HMA) HMA2 and HMA4, mediate the release of zinc in root-to-shoot transport of zinc into the xylem [8,18]. Two members of the cation diffusion facilitator (CDF) family, the metal tolerance protein (MTP) MTP1 and MTP3, have been found to be involved in vacuolar zinc sub-cellular sequestration and contribute to zinc tolerance in *A*. *thaliana* [19,20]. NRAMP (natural resistance associated macrophage protein) are involved in transport of metals out of vacuoles [21]. Six members have been identified in *Arabidopsis*. NRAMP3 and NRAMP4 are involved in iron remobilization from the vacuole [22]. In a yeast complementation analysis only NRAMP4 was able to complement *zrt1zrt2* growth under low zinc levels [23].

These gene families involved in mineral transport and sequestration represent some of the most obvious candidate genes for increased Zn seed levels in crops such as *P*. *vulgaris*. Very little is known about how Zn is transported from leaf xylem to phloem of developing seeds and ultimately unloaded into seeds [24].

Here we characterize the transcriptome of developing pod of two bean genotypes. These genotypes were shown to have similar Zn concentration in roots sampled during vegetative growth, leaves, and pods, but different levels of Zn in the seed. A total of 381 genes were differentially expressed including four genes that may play a role in Zn or other mineral transport to seeds including zinc-regulated transporter, iron regulated transporter like (ZIP), bZip transcription factor, zinc-induced facilitator (ZIF) and natural resistance associated macrophage protein (NRAMP) family genes. A total of eleven genes in the ZIF, NRAMP, YSL, and ferritin gene families contained SNPs between the two genotypes.

## Materials and Methods

### Plant Material

The two common bean genotypes used for this study both are navy beans from the Mesoamerican gene pool. Albion is a navy bean variety released by Asgrow in 1987, Voyager, is a navy bean released by Rogers Seed Company in 1995. These genotypes were selected based on their contrasting seed Zn concentration. Voyager has higher levels of seed Zn than Albion in diverse growing conditions [25]. In addition, in contrast to Voyager, Albion exhibits foliar Zn deficiency symptoms in low Zn and/or calcareous soils [26].

### Plant Zinc Uptake Experiment

Seeds of Albion and Voyager were individually planted in 500 ml pots with 3:1 Sunshine Brand premium grade vermiculate and horticultural perlite grade (P.V.P. Industries, Inc). Treatments consisted of 0.5X strength modified Hoagland solution [27] with zinc added and without zinc (3 mMKNO_3_, 2 mM Ca (NO_3_)_2_ x 4H_2_O, sequestrene DTPA 10% Fe, 1.0 mM MgSO_4_ x 7H_2_O, 23.1 mM H_3_BO_3_, 0.38 mM ZnSO_4_ x 7H_2_O, 0.16 mM CuSO_4_ x 5H_2_O, 4.6 mM MoO_4_ x 2H_2_O, 1M KH_2_PO_4_ (pH to 6.0) was used as a fertilization treatment at a rate of 400 ml three times per week. Plants were grown in a growth chamber with a photoperiod of 16 hours light and 8 hours dark. Two replicates per plant were harvested as follows: roots and leaf tissue samples of vegetative plants were collected when the third trifoliate leaf had unfolded. Tissue of roots and leaves during flowering was collected when 30% of flowers were opened. Flowering was monitored daily and pods were collected 20 d after flowering. Seed was collected at physiologic maturity. Tissue was collected in liquid nitrogen and stored at -80°C. All samples were lyophilized and ground to powder with a Geno/Grinder 2000 (SpexCertiPrep, Metuchen, NJ) and zircon grinding balls. Plant tissue samples sent to A & L Laboratories (Fort Wayne, IN) for mineral analysis using induced coupled plasma spectroscopy. Mineral concentration was measured on 48 beans samples as follows: six tissue types, two Zn fertilization treatments, two genotypes, and two replications of each. Statistical significance was determined using proc glm and Tukey tests for pairwise comparisons in SAS for Windows v.9.2 (SAS Institute Inc., Cary, NC, USA).

### Greenhouse RNA Seq Experiment

Seed of Voyager and Albion were planted in a greenhouse at Michigan State University. Two seeds were planted in 10 cm diameter clay pots filled with SureMix potting soil (Michigan Peat Company). Three pots were planted of each genotype and each pot was treated as a replication. Plants were watered as needed and fertilized with 0.5X Hoaglands solution (3 mM KNO_3_, 2 mM Ca (NO_3_)_2_ × 4H_2_O, sequestrene DTPA 10% Fe, 1.0 mM MgSO_4_ × 7H_2_O, 23.1 mM H_3_BO_3_, 0.38 mM ZnSO_4_ × 7H_2_O, 0.16 mM CuSO_4_ × 5H_2_O, 4.6 mM MoO_4_ × 2H_2_O, 1M KH_2_PO_4_ (pH to 6.0) biweekly starting at 20 d after germination. At anthesis, flowers were marked with a tag. At 12 days after anthesis individual pods were removed from plants and flash frozen in liquid nitrogen. Two pods per replication were ground to a fine powder with a mortar and pestle while completely frozen. Liquid nitrogen was continuously added to ensure tissue remained frozen throughout the grinding process. Total RNA was extracted from the samples using an RNA easy Plant kit (Qiagen, Cat. No. 74904). Following extraction, RNA samples were treated with RNase free DNase I (Qiagen Cat. No. 74254). RNA integrity and concentration was assessed for each of the samples using an Aligent 2100 Bioanalyzer (Agilent Technologies, Inc.). A subsample of the pod tissue was retained for mineral analysis. Following pod sampling, plants were grown to maturity and mature seeds were also analyzed for mineral concentration as described above and nitrogen concentration according to the Dumas method. Statistical significance was determined using proc glm and Tukey tests for pairwise comparisons (P<0.05) in SAS for Windows v.9.2 (SAS Institute Inc., Cary, NC, USA).

### RNA Sequencing and Pre-Processing

Six RNA samples in total (3 replicates each of Albion and Voyager) were sequenced at the Michigan State University Research Technology Support Facility (RTSF) using an Illumina Genome Analyzer II (GA II). The library and flow cell preparation using kits and protocols from Illumina was conducted by the MSU RTSF. The sequencing was conducted as 75-bp paired-end reads. The RNA sequence was received from RTSF in FASTQ formatted files containing 75-bp paired-end reads. The file contained sequences and quality information about each sequence. The data were filtered using scripts from FASTX-Toolkit (FASTQ Quality Trimmer and FASTQ Quality Filter http://hannonlab.cshl.edu/fastx_toolkit/). FASTQ Quality Trimmer clipped the low quality ends with a quality threshold of 20 and removed the reads shorter than 64 bp. Subsequently, FASTQ Quality Filter script was used to remove low quality sequences with quality scores of 20 or less.

The *P*. *vulgaris* reference genome sequence v. 1.0 (DOE-JGI and USDA-NIFA and corresponding gene model annotation files were obtained directly from http://www.phytozome.net) [28]. A *P*. *vulgaris* genome index was built using Bowtie v. 0.12.7 [29]. Paired-end clean reads for each individual were aligned to the reference genome by TopHat v 1.4.1 [30] with the provided guidance of annotated gene models (GTF file). Bam files for each alignment are deposited in Gene Expression Omnibus (GEO).

### Gene Ontology Enrichment Analysis

Mapped reads were evaluated for homology and annotated using Blast2GO software (http://www.blast2go.com). This process included three steps: 1) BLAST to find homologous sequences, with the following options, e-value threshold of E-^10^, non-redundant protein database (nr), high-scoring segment pairs (HSP) length cutoff 33. 2) MAPPING to retrieve (Gene ontology) GO terms and 3) ANNOTATION to select reliable functions, with e-value hit filter of 1E-6, cutoff 55, GO weight 5, Hsp-Hit coverage cutoff 0BLASTx sequence translation tool. We evaluated the functional enrichment level using the David Bioinformatics Database [31]. Significance of the enrichment analysis was declared when *p-value*<0.05.

### Differential Expression Analysis

Abundance estimation was carried out using Cufflinks v1.3.0 with default parameters [32]. Normalization, estimated abundance, and tests for differential expression between tissue samples were performed using the program Cuffdiff with default parameters. The value used to compute significance of the observed change of transcript abundance was measured in fragments per kilobase of transcript per million mapped reads (FPKM) [33]. The differentially expressed genes were reported as fold change (on a log_2_ scale), and significance in terms of *p*-value and *q*-values. FPKM greater than zero was used as the threshold to consider a gene as being expressed. The significance of the gene expression difference was determined when the *p*-value was lower than the false discovery rate (*q-value*) (FDR<0.05). To validate the accuracy of expression profiles obtained by RNAseq, RT qPCR was performed on 6 genes with high or low expression levels as described in the supporting information. The genes belong to the ZIP gene family and the bZIP transcription factors involved in zinc homeostasis [34].

### SNP Discovery and Validation

Single nucleotide polymorphisms between Voyager and Albion were discovered. Samtools mpileup [35] and bcftools were used for discovery and filtering using the following parameters: Alignments with a unique location, mapping quality >30, minimum depth = 8 and presence of SNP in >90% of reads on both forward and reverse strand. The options selected were–D (Output per-sample read depth),–u (Compute genotype likelihoods), and–f (The faidx-indexed reference file in the FASTA format). To validate SNPs called from the transcriptome sequence analysis, three genes YSL, HMA and ZIF were selected based on their role in Zn transport and presence of more than three SNPs. Primers were designed to amplify a template approximately 700 bp long. DNA was extracted from primary leaf tissue of Voyager and Albion using centrifugal filter “DNeasy Plant Kit” (QIAGEN) and quantified with Quant-iTPico Green dsDNA Assay kit (Invitrogen) following the manufacturer’s instructions. The mixture for each gene was optimized to contain 30 ng of DNA extract, 30 pmol of the primers and 0.5 U of Taq polymerase (AccuPrimePfxSuperMix, Invitrogen). After initial denaturation (95°C 5 min) 35 cycles (95°C 30 sec, 63°C 30 sec, 72°C 30 sec) of amplification were performed, followed by a final extension of 72°C for 5 min. Amplification products of both parents Albion and Voyager were visualized by electrophoresis on 2% agarose gel, stained with ethidium bromide and detected by ultraviolet trans illumination. PCR products with a single band were purified by ethanol precipitation, and directly sequenced via Sanger sequencing with the same primers used for PCR. Sequencing was conducted at the MSU RTSF. Sequenced products were compared and aligned with the reference common bean genome using Geneious (v. 5.6.2) (Biomatters).

## Results and Discussion

### Growth Chamber Experiment

Voyager and Albion are two navy bean cultivars. Voyager has been shown to contain higher seed Zn than Albion and these differences have been noted in both field and controlled environment experiments [25,26]. In order to determine if the difference in Zn levels between Voyager and Albion is limited to the seed, Zn levels were measured in roots, leaves, pods, and seeds of each genotype under two Zn fertilization treatments. Plants grown under the low Zn fertilization treatment had reduced Zn levels in the roots and leaves during vegetative growth, leaves during flowering, and pods for both genotypes. Zinc levels between Albion and Voyager were not significantly different for each tissue evaluated, except for seeds, where Voyager had 1.8 to 2.3 fold higher seed Zn levels (Fig 1). Zn content on a per seed basis was also calculated to determine if the seed Zn differences between the genotypes were due to seed size differences. On a per seed basis, Voyager had 3 times and 1.6 times more Zn than Albion under normal and no Zn fertilization respectively (data not shown). The higher seed Zn content in Voyager indicate that the differences in seed Zn concentration observed are not due to a dilution effect because of seed size. The importance of seed size in influencing seed micronutrient concentrations has been observed in genetic studies with *Medicago truncatula* and *P*. *vulgaris* [36,37]. Previous physiological and fertilization studies with Albion and Voyager showed that Albion accumulated higher Zn levels in stems, leaves and pod walls than Voyager. Voyager also had higher seed yield than Albion under low Zn fertilization and similar seed yield under normal and high Zn fertilization treatments [26]. Based on these findings, it appears that Voyager is better able to remobilize Zn within the plant and transport Zn to seeds. Since very little is known about genes involved in Zn transport into developing seeds, and it appears that root and leaf Zn levels are similar between the two genotypes, we decided to study the transcriptome of developing pods for potential clues on genes involved in Zn remobilization to the seeds. The seed Zn concentration differences between Voyager and Albion have been shown to be controlled by a single gene [25] thereby making these two genotypes excellent candidates for transcriptome analysis to identify genes responsible for the seed Zn differences.

**Fig 1:**
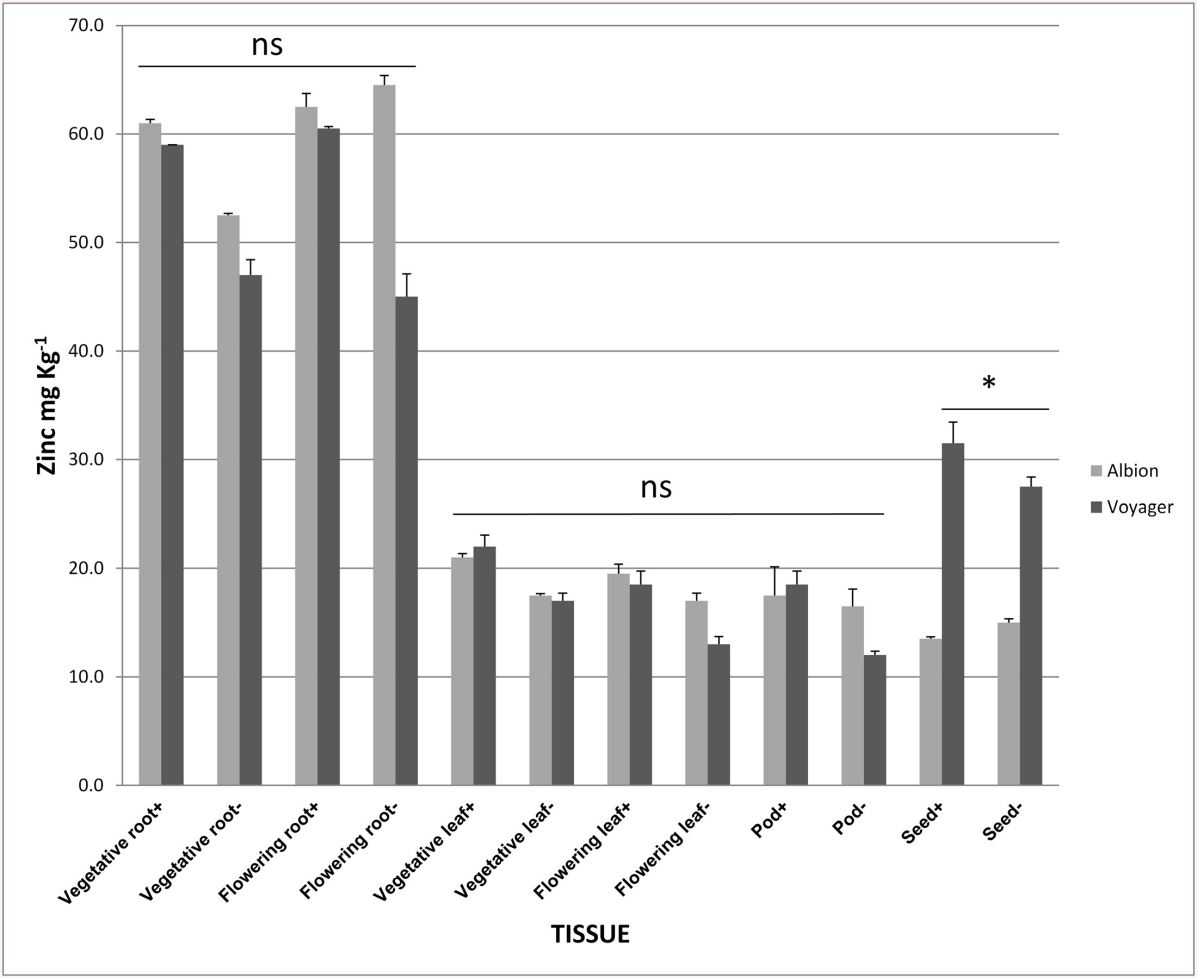
Zinc concentration of roots, leaves, pods and seed of two bean genotypes grown under normal Zn and no Zn fertilization.

### Pod Transcriptome Characterization

Voyager and Albion were grown in a replicated greenhouse experiment. Under these growing conditions Voyager had 1.4 times more seed Zn than Albion (Table 1). These values observed in greenhouse grown plants are similar to what has been observed for these genotypes in some field studies in Michigan (Cichy, unpublished). Seed Fe levels were variable in the greenhouse grown plants and therefore no significant differences were detected. However other studies have shown Voyager to have higher seed Fe than Albion [38]. Voyager also had 12.5% more N in the seed than Albion (Table 1). Positive correlations between seed Zn and N have been found in a number of crops including wheat and beans [39,40].

**Table 1:** Mean concentration of zinc, iron, and nitrogen in pods and seeds of Albion and Voyager plants from which RNA samples for sequencing were taken.

	Pod		Seed		
	Zn (ug g^-1^)	Fe (ug g^-1^)	Zn (ug g^-1^)	Fe (ug g^-1^)	N (%)
**Voyager**	36^a^	92^a^	42^a^	101^a^	3.19^a^
**Albion**	28^b^	75^b^	29^b^	88^a^	2.79^b^

Means followed by the same letter in a column are not significantly different at P = 0.05

Developing pods were collected from the greenhouse grown plants at 12 days after flowering. At this developmental stage, 84% of pod weight was the pod wall and 15% was the developing seed in Voyager and 66% was the pod wall and 34% was the developing seed in Albion. This developmental stage has been characterized as the time prior to seed filling and when nitrogen is accumulating in the pods [41].

Voyager and Albion pod RNA was sequenced as 75 bp paired end reads. 

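Pod RNA was sequenced from 3 replicate pots of Albion and 3 of Voyager, 6 samples in all. Both are navy bean cultivars of common bean. The paper gives the age of these pods as 12 days after flowering, and the sample labels give 20 days. The labels also give a low zinc concentration for Albion and a normal one for Voyager. This was read as a property of the genotypes and not as a treatment, since the paper describes the same fertilization for both. The authors trimmed and filtered the reads with the FASTX-Toolkit and aligned them to the v1.0 genome with TopHat, guided by the gene models. Abundance was estimated by the authors with Cufflinks, and the genotypes were compared with Cuffdiff. Cuffdiff combined the 3 replicates of a genotype, so the authors' deposited table holds 1 pooled FPKM value per gene and genotype. That table has no replicate values, so it gives no spread between replicates and allows no test of the genotypes. The paper states that the alignments were also deposited, and these were not used here. Fold changes, p-values and q-values are therefore those of the authors' Cuffdiff comparison, with log2 fold changes given as Voyager over Albion. The table carries no read counts, and the depth behind a single FPKM value is unknown. The depth the paper states is the mean number of mapped reads per sample. FPKM summed over all genes of the table to 830694 in Albion and 950155 in Voyager. Each gene of the table has the status OK, which Cuffdiff gives to genes with enough alignments to be tested. Values are rounded to 2 decimals, so a q-value listed as 0.00 is a small value and not 0. Gene positions are those of the v1.0 genome, with 19534 genes on the 11 chromosomes and 64 on scaffolds. A further limit is that 359 genes share their locus with another gene of the table, and reads could be split between such genes. The log2 fold change of a gene with low FPKM depends on the pseudocount, and it was recomputed as log2(FPKM + 1) and log2(FPKM + 0.1).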

RNA reads were mapped to the *P*. *vulgaris* genome sequence, v 1.0 DOE-JGI and USDA-NIFA http://www.phytozome.net) [28] with an average of 31,505,836 high quality mapped reads per sample. A total of 27,197 genes were detected in the transcriptome of developing pods. 

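The authors' deposited table lists 19598 genes, each with more than 0 FPKM in at least 1 genotype. Of these, 19439 genes (99.2%) had more than 0 FPKM in both genotypes. With a threshold of 1 FPKM in at least 1 genotype, which moved this number most, 19000 genes remained. An annotation by homology to A. thaliana was given for 16703 genes, and 2895 genes had none.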

Analysis of the number of transcripts per chromosome showed that chromosomes 1, 2, 3, 7, 8, and 9 contained the highest number of transcripts. 

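Chromosome 2 had 2457 listed genes and chromosome 3 had 2226. Chromosome 8 followed with 2062 genes, chromosome 7 with 2051, chromosome 9 with 2023 and chromosome 1 with 1994. The next chromosome was 6, with 1606 genes. Relative to the largest gene end on each chromosome, chromosome 9 had 54.0 listed genes per Mb, chromosome 6 had 50.2 and chromosome 2 had 50.1. Chromosome 8 reached 59.6 Mb and had 34.6 genes per Mb.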

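At the low end, chromosome 11 had 1489 listed genes, chromosome 5 had 1310, chromosome 4 had 1199 and chromosome 10 had 1117. The last gene of chromosome 10 ended at 43.3 Mb, and its density of 25.8 listed genes per Mb was close to the 26.2 of chromosome 4. At least 1 FPKM in a genotype was reached by 1073 genes on chromosome 10 and 1152 on chromosome 4.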

Chromosome 10 had the lowest number of transcripts. In dry bean mapping populations, few quantitative trait loci have been found on chromosome 10 and it is often difficult to identify polymorphic markers on this chromosome, indicating a low rate of recombination [42]. A positive correlation (r = 0.5; P<0.05) between size of the chromosome and number of transcript was discovered. 

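Chromosome size was taken as the largest gene end in the authors' deposited table. Across the 11 chromosomes, Pearson's r between this size and the number of listed genes was 0.43 (permutation test, 2-sided, p = 0.19). Spearman's rho was 0.52 (permutation test, p = 0.11). With Benjamini-Hochberg adjustment over these 2 coefficients, both permutation p-values became 0.19. The chromosomes farthest from the median size were chromosome 6, at 32.0 Mb, and chromosome 9, at 37.5 Mb. Without these 2 chromosomes, which moved the result most, r was 0.68 over the remaining 9 (permutation test, p = 0.043) and rho was 0.67 (permutation test, p = 0.059).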

Chromosomes 2, 3, 7, and 11 had the highest number of highly expressed genes in the pods (Fig 2).

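A mean of at least 100 FPKM over the genotypes was reached by 1457 listed genes (7.43%). Chromosome 2 had 200 of these genes, chromosome 7 had 171, chromosome 3 had 158, chromosome 8 had 151, chromosome 1 had 145 and chromosome 11 had 122, and chromosome 9 (7.61% of its genes) lay between chromosomes 3 and 8. As a share of the genes listed on a chromosome, the values were 8.34% for chromosome 7, 8.19% for chromosome 11 and 8.14% for chromosome 2. Chromosome 5 followed with 8.09%, and chromosome 3 had 7.10%, under the 7.43% of all listed genes. Chromosome 10 had the lowest share, 5.46% (Fisher's exact test, p = 0.0082, adjusted p = 0.09 with Benjamini-Hochberg over 11 chromosomes). No chromosome had an adjusted p-value under 0.05, and genes are not independent replicates. With the top 1% of genes by mean FPKM in place of 100 FPKM, 24 genes lay on chromosome 2, 23 on chromosome 11, 22 on chromosome 7, 19 on chromosome 3 and 18 each on chromosomes 1, 8 and 9.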

**Fig 2:**
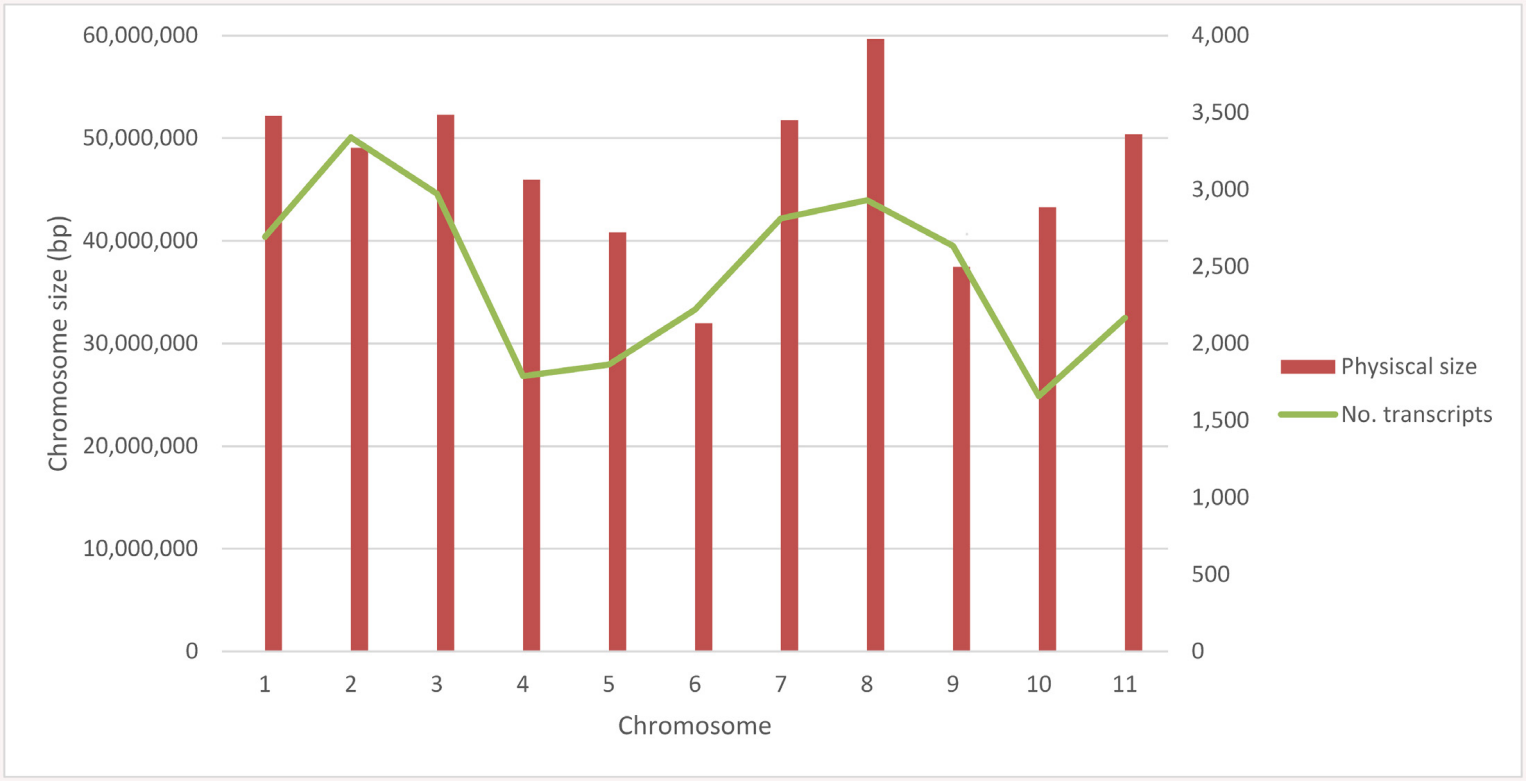
Number of transcripts and their distribution along of eleven chromosomes of common bean.

Gene annotation was achieved using Blast2Go (using BLASTx and E-value ^-6^ as parameters). Using gene ontology, graphs were developed which classify gene expression in the bean pods. Transcripts expressed during this pod developmental stage were most related to oxidation reduction, auxin biosynthesis and amino acid phosphorylation (Fig 3a). Transcripts functioning in the nucleus and plasma membrane were the most represented cell types in the developing bean pods (Fig 3b). Transcripts related to ATP binding and protein binding were the most highly abundant gene types (Fig 3c). Enrichment analysis of differential expression genes determined their association to a specify pathway [31]. Genes were clustered into nine GO categories according to the David bioinformatics database as shown in Fig 4.

**Fig 3:**
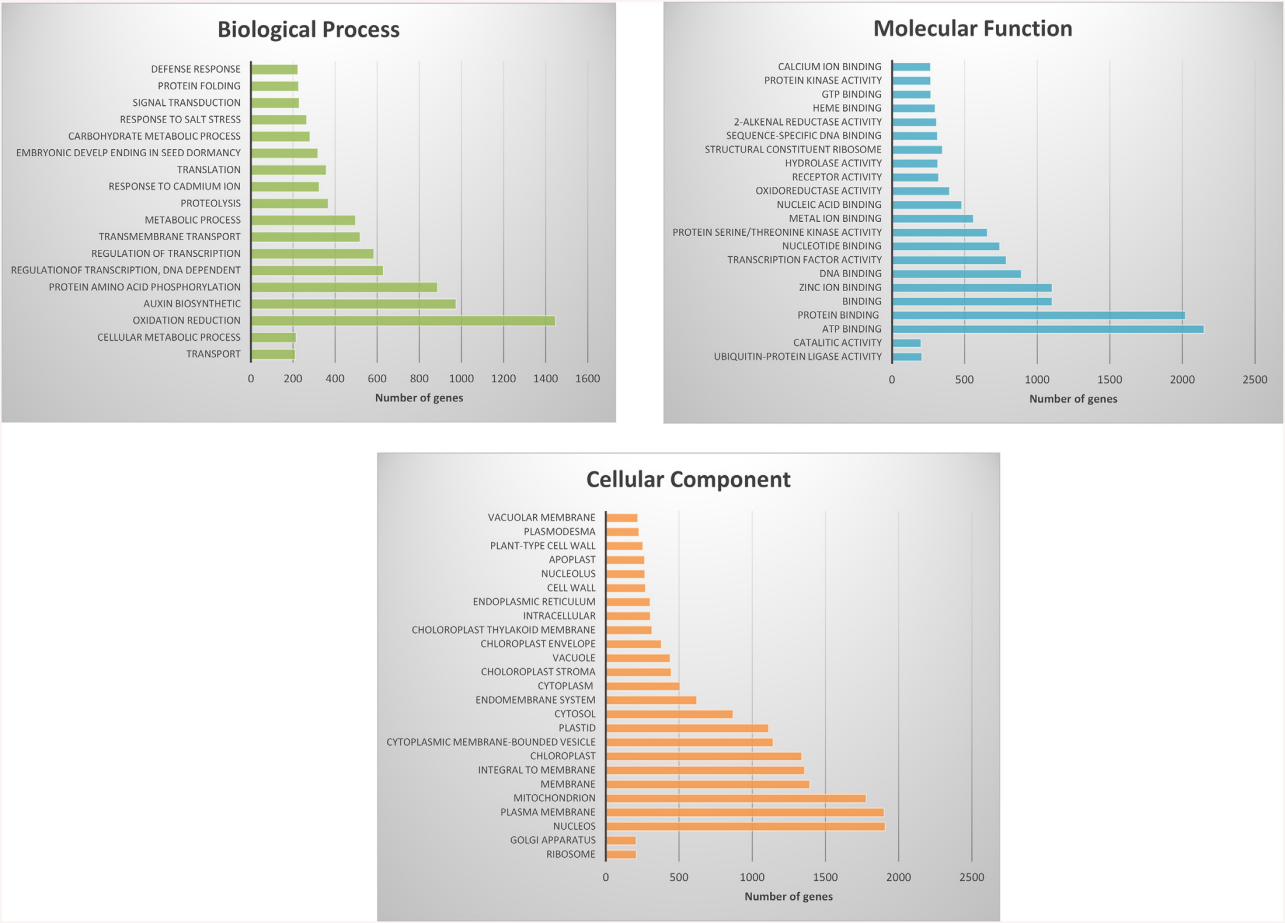
Histogram representation of GO classification. Transcripts of developing pods were annotated in three categories: biological processes (3a), molecular function (3b) and cellular components (3c).

**Fig 4:**
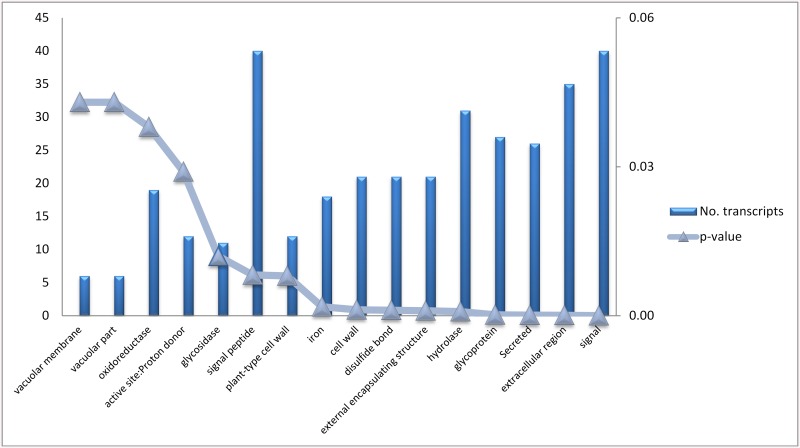
Enrichment analysis of 381 differential expressed genes between Albion and Voyager. X axis indicates GO terms where genes were grouped, left Y axes indicate the number of genes and the right Y axis indicates *p-values* show significance of association of genes with GO term.

Genes highly expressed in developing pods included several seed maturation proteins, acid phosphatase and lipid synthesis related genes. 

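The 10 genes with the highest mean FPKM made up 9.16% of the summed FPKM in Albion and 16.0% in Voyager. Ranked within Albion alone, 8 of these 10 genes stayed among the first 10, and within Voyager all 10 did. Of the 10 genes, 6 had no annotation. The annotation of HAD superfamily, subfamily IIIB acid phosphatase was carried by 11 listed genes, which ranked from 6 to 19473 by mean FPKM.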

The most highly expressed genes in the transcriptome of developing pods of dry beans were haloacid dehalogenase IIIB acid phosphatase (HAD), lipid transfer protein 3 (LTP3), PAP85 cupin protein, PRXR1 peroxidase protein, and phaseolin. 

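The HAD gene Phvul.010G144300, on chromosome 10 from 41578655 to 41580230, had 3745 FPKM in Albion and 14679 in Voyager and ranked 6 by mean FPKM. LTP3 (Phvul.010G069100, chromosome 10, 17454684 to 17456340) ranked 7, with 5561 FPKM in Albion and 7910 in Voyager, and another gene with this annotation, Phvul.010G079000, ranked 16254, with 2.13 and 2.81 FPKM. PAP85 is the symbol given to 3 cupin family genes on chromosome 7. The first, Phvul.007G060000, starts at 5079771 and had 5795 FPKM in Albion and 7440 in Voyager. The next, Phvul.007G059700, starts at 4959768 and had 5284 and 6671 FPKM, and Phvul.007G173600 had 742 and 728 FPKM. PRXR1 (Phvul.003G078600, chromosome 3, 12314816 to 12317180) ranked 12, with 3815 FPKM in Albion and 4112 in Voyager. Ranks 1 to 5 were taken by genes without an annotation. The highest of them, Phvul.011G204500 on chromosome 11 from 48379999 to 48380486, had 9037 FPKM in Albion and 59911 in Voyager. The others were Phvul.011G204600, Phvul.011G157400, Phvul.002G030000 and Phvul.009G211300, with means of 12947, 12124, 11083 and 10591 FPKM. Of these, Phvul.002G030000 spans only 3121774 to 3121924, and Phvul.011G157400 spans 41495068 to 41495451. FPKM is scaled to exon length, so the values of such short gene models are less certain. For the HAD gene the authors' deposited table gives a log2 fold change of 1.97 with a q-value of 1.00, and for Phvul.011G204500 a log2 fold change of 2.73 with a q-value of 0.92. Phaseolin is not analysed here, because no annotation in the authors' deposited table carries this name. The annotations are by homology to A. thaliana, so phaseolin may be listed under another name.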

The HAD IIIB acid phosphatase belongs to a family of plant phosphatases. Some members of this family have been annotated as vegetative storage proteins (VSP) highly expressed in soybean leaves and also abundant in *A*. *thaliana* flowers [43]. LTP3 (lipid transfer protein 3) transfer several different phospholipids and can bind fatty acids and could play a major role in membrane biogenesis [44]. PAP85 cupin family are metalloenzymes with two motif conserved sequences which act as ligands for the binding of an active-site metal ion, such as Fe, Mn, or Zn [45]. Additionally, they encode seed storage proteins and are involved in the regulation of nitrogen utilization [46]. Phaseolin is the seed storage protein most abundant in *P*. *vulgaris* seeds [47]. It is a glycoprotein formed by two genes, the α and β phaseolin genes with a relative electrophoretic diversity useful for discriminating geographical origin and wild and domesticated beans [47,48]. These results demonstrated that in *P*. *vulgaris*, storage protein transcripts were the most abundant process beginning at R5 and R6 growth stage which involve storage product accumulation, phases of cell expansion and synthesis of reserve metabolites [49].

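The authors' deposited table gives log2 fold changes of 0.36, 0.34 and -0.03 for the PAP85 genes Phvul.007G060000, Phvul.007G059700 and Phvul.007G173600. The LTP3 gene Phvul.010G069100 had 0.51 and PRXR1 had 0.11 in the authors' deposited table, with a q-value of 1.00 for all of these genes. The paper concludes that transcripts of storage proteins were the most abundant, beginning at growth stages that involve the accumulation of storage products.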

### Differential Expression

The expression levels of genes in developing pods were measured in fragments per kilobase of exon model per million mapped reads (FPKM). With this criterion,19,510 expressed genes were detected in Albion and 19,527 expressed genes in Voyager. 

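Above 0 FPKM there were 19510 genes in Albion and 19527 in Voyager. The remaining genes were listed at 0, 88 of them in Albion and 71 in Voyager, and no gene was at 0 in both. A threshold of 1 FPKM, which moved these numbers most, left 18332 genes in Albion and 18544 in Voyager, and a threshold of 0.1 FPKM left 19486 and 19516.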

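RT qPCR measures the transcript of a single gene by amplification from reverse-transcribed RNA. Table A gives RT qPCR fold changes for 8 genes under a column heading that names a pair of genotypes other than Albion and Voyager, and 5 of them were compared here with the log2 fold changes of the authors' deposited table. These log2 fold changes were 0.15 for PvbZIP2 (Phvul.011G035700), 0.40 for PvZIP8 (Phvul.005G048900), -0.13 for PvZIP9 (Phvul.005G149800) and 0.17 for PvZIP13 (Phvul.006G070200) in the authors' deposited table, and PvZIP12 had the largest value by both methods. The paper's RT qPCR values for the same 4 genes are 0.6, 0.0, 0.0 and 0.8. PvbZIP1, PvZIP2 and PvIRT were not analysed here. Pearson's r across the 5 genes was 0.93 (exact permutation test of 120 pairings, 2-sided, p = 0.1), and Spearman's rho was 0.56 (exact permutation test, p = 0.4). Without PvZIP12, which moved the result most among the alternatives that use the deposited fold changes, r over the other 4 genes was 0.07 (exact permutation test, p = 0.92), so the relation rests on this gene. Genes are not independent replicates.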

We determined the correlation between normalized sequencing counts and RT qPCR gene expression data and there was a high correlation between the two methodologies (r = 0.85 p = 0.05) (Table A in S1 File).

The distribution of gene expression values in log_10_ was left-skewed; the median and mean FPKM values are 11.11 and 45.43 respectively. 

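Among genes above 0 FPKM, the median was 11.2 FPKM in Albion (95% binomial confidence interval over genes, 10.9 to 11.6) and 11.8 FPKM in Voyager (11.5 to 12.1). The mean was 42.6 FPKM in Albion and 48.7 FPKM in Voyager. Over all listed genes, those at 0 included, the median in Albion was 11.1 FPKM and the average of the genotype means was 45.4 FPKM. The largest shift came from a threshold of 1 FPKM, which raised the medians to 12.6 and 12.9 FPKM. On the log10 scale the mean was 1.04 in Albion and the median 1.05, with a skewness of 0.14. In Voyager the mean and the median were both 1.07, with a skewness of 0.23. The middle 50% of the genes lay between 3.90 and 28.3 FPKM in Albion and between 4.14 and 29.9 FPKM in Voyager.

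**Figure D1:**
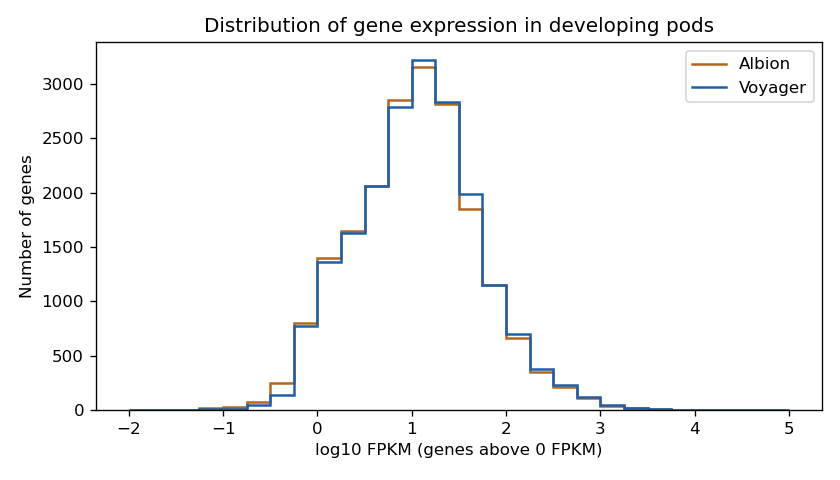
Distribution of log10 FPKM in bins of 0.25, with 1 line per genotype and the number of genes on the vertical axis. The lines of Albion and Voyager overlap, with medians of 1.05 and 1.07.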

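In the authors' deposited table, 234 genes were called differentially expressed with the higher value in Voyager and 147 with the higher value in Albion. By chromosome, the calls of the authors' deposited table ranged from 12 on chromosome 5 (0.916% of its listed genes) to 62 on chromosome 11 (4.16%). A q-value listed as 0.00, the alternative that moved the number most, is given to 215 genes in the authors' deposited table. A Benjamini-Hochberg adjustment recomputed from the authors' test statistics gave 369 genes under 0.05, all of them among the authors' calls. The called genes listed at 0 in a genotype could not pass it, because their p-values were raised by the largest rounding error. Genes listed at 0 in Voyager were Phvul.008G121400 (25.3 FPKM in Albion), Phvul.008G121800 (23.3), Phvul.011G199000 (8.77), Phvul.009G011500 (5.40), Phvul.008G245500 (2.18) and Phvul.008G127000 (1.51). Genes listed at 0 in Albion were Phvul.008G086900 (30.7 FPKM in Voyager), Phvul.008G057700 (5.21) and Phvul.006G197200 (4.93). No fold change is given for a gene at 0, and a further 65 genes at 0 in Voyager and 85 at 0 in Albion were not called in the authors' deposited table. Under 0.1 FPKM in place of 0, 13 of the called genes were expressed in Albion only and 11 in Voyager only.

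**Figure D2:**
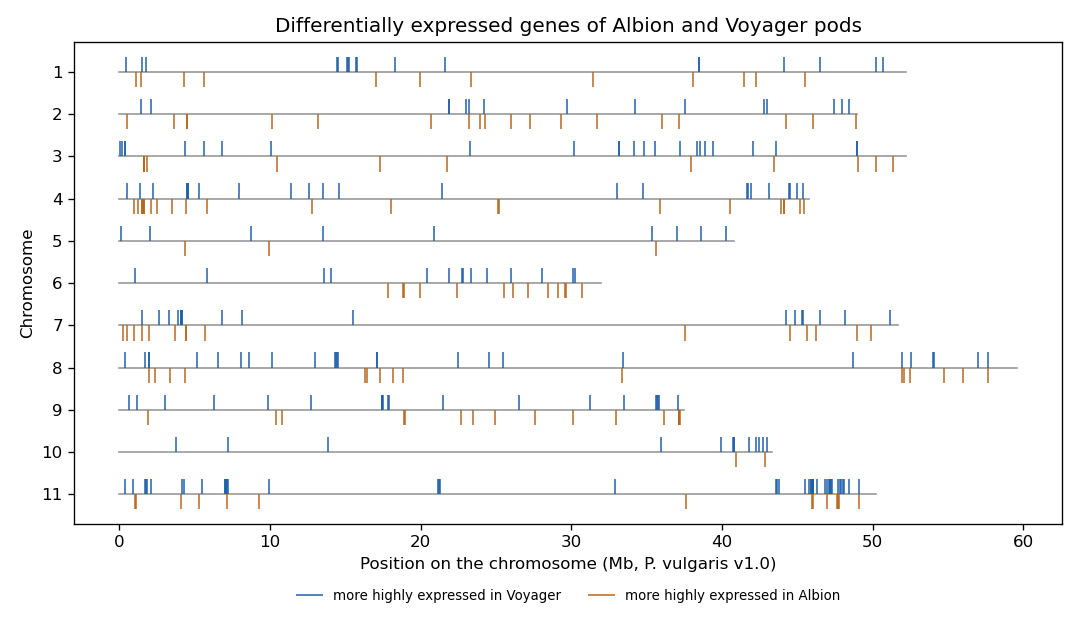
Positions of the differentially expressed genes of the authors' deposited table on the 11 chromosomes, in Mb of the v1.0 genome. Each tick is 1 gene, above the line when higher in Voyager and below it when higher in Albion. The 5 called genes on scaffolds are not drawn.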

There were 381 differentially expressed genes in Albion and Voyager of which 6 were exclusively expressed in Albion and 3 genes were only expressed in Voyager. Genes with the highest differential expression patterns between the two genotypes included cysteine proteinases and MLP-like protein-43 more highly expressed in Albion pods (Table 2). These genes are related to growth and mobilization and accumulation of storage proteins in seeds in development [50]. 

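The cysteine proteinase gene Phvul.009G170800, on chromosome 9 from 24946374 to 24948267, had 791 FPKM in Albion and 203 in Voyager. Its log2 fold change in the authors' deposited table was -1.96 with a q-value of 0.01. The MLP-like protein 43 gene Phvul.011G183900, on chromosome 11 from 46082396 to 46083211, had 732 FPKM in Albion and 97.6 in Voyager, and the authors' deposited table gives a log2 fold change of -2.91 with a q-value of 0.00. Among the 147 genes called higher in Albion, the authors' deposited table places these genes 1 and 2 by Albion FPKM and 85 and 40 by fold change. The other genes higher in Albion in Table 2 were SCR-like 11 (Phvul.008G023100), with 392 FPKM in Albion and 66.1 in Voyager, the serine carboxypeptidase Phvul.005G131000 with 237 and 81.0, the aspartic proteinase Phvul.006G147900 with 231 and 76.0, and Phvul.002G278500 with 215 and 31.3. With at least 10 FPKM in Albion, the largest fold changes towards Albion in the authors' deposited table were those of carboxyesterase 13 (Phvul.007G054300, log2 fold change -9.10), the methylesterase Phvul.002G048400 (-6.46), Phvul.008G209200 without an annotation (-6.25), calmodulin 5 (Phvul.004G076400, -6.08) and O-methyltransferase 1 (Phvul.009G259100, -5.50). On the log2(FPKM + 1) scale, which moved these values most, they were -5.27, -4.30, -3.80, -5.57 and -3.95, so their order depends on the pseudocount.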

In Voyager, the genes most highly differentially expressed as compared to Albion were cinnamoyl-CoA reductase (CCR-like) and 2Fe-2S ferredoxin-like. Both of these genes are related to metal ion transport in addition to abscisic acid biosynthesis and the electron transport chain. 

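By Voyager FPKM, the CCR-like gene Phvul.001G085200 was 3 and the 2Fe-2S ferredoxin-like gene Phvul.008G137800 was 4 among the 234 genes called higher in Voyager in the authors' deposited table. Their places by fold change in the authors' deposited table were 166 and 189. Other genes higher in Voyager in Table 2 were the bifunctional inhibitor Phvul.009G211200, with 35.5 FPKM in Albion and 161 in Voyager, and the basic chitinase Phvul.009G116500, with 10.1 and 150. The zinc-binding ribosomal protein gene Phvul.L003800 had 73.8 FPKM in Albion and 169 in Voyager, and Phvul.007G214800, an adenine nucleotide alpha hydrolase-like gene, had 65.0 and 162. With at least 10 FPKM in Voyager, the largest fold changes in the authors' deposited table were those of another MLP-like protein 43 gene (Phvul.011G183100, 0.39 and 196 FPKM, log2 fold change 8.98) and an NB-ARC disease resistance gene (Phvul.004G076100, 0.24 and 83.8 FPKM, 8.43). Next in the authors' deposited table were Phvul.001G084500 (log2 fold change 7.81), Phvul.001G087600 (7.42) and Phvul.003G003700 (7.11), each with 0.15 FPKM or less in Albion. On the log2(FPKM + 1) scale the values of these genes were 7.15, 6.10, 4.87, 4.10 and 3.82, and their order depends on the pseudocount, as Phvul.011G183400 (2.33 and 256 FPKM, 6.27 on this scale) lay above all but the first.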

Differential expression analysis showed that the cinnamoyl-CoA reductase (CCR-like) and 2Fe-2S ferredoxin-like genes were 1.65 and 1.42 respectively more expressed in Voyager pods than Albion pods.

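CCR-like lies on chromosome 1 from 15213907 to 15214875 and had 146 FPKM in Albion and 460 in Voyager. The ferredoxin-like gene lies on chromosome 8 from 22468749 to 22469605 and had 110 FPKM in Albion and 295 in Voyager. Their log2 fold changes in the authors' deposited table were 1.65, with a q-value of 0.00, and 1.42, with a q-value of 0.02. On the log2(FPKM + 1) scale they were 1.65 and 1.41.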

**Table 2:** Genes and function of the most highly differential expressed in Albion and Voyager.

Genotype	Function	Albion^a^	Voyager^a^	log2 (Fold Change)^b^ ^,^ ^c^
**Albion**				
Cysteine proteinases	Extracellular proteinase probably having a crucial role during rapid cell growth and leaf expansion	791	203	-2
MLP-like protein 43	Associated with fruit and flower development and pathogen defense responses	732	98	-3
SCR-like 11	S locus cysteine-rich protein	392	66	-3
Serine carboxypeptidase-like	Serine-type carboxypeptidase activity involved in proteolysis	237	81	-2
Aspartic proteinase A1	Encodes an aspartic proteinase that forms a heterodimer and is stable over a broad pH range	231	76	-2
Low-molecular-weight cysteine-rich	Predicted to encode a PR (pathogenesis-related) protein.	215	31	-3
**Voyager**				
CCR-like	Cellular cation homeostasis, divalent metal ion transport. Expressed in embryo axis, cotyledons.	146	460	2
2Fe-2S ferredoxin	Abscisic acid biosynthetic process, electron transport chain, pentose-phosphate shunt.	110	295	1
Zinc-binding ribosomal protein	DNA recognition, RNA packaging, transcriptional activation, regulation of apoptosis, protein folding and assembly, and lipid binding.	74	169	1
Adenine nucleotide alpha hydrolases	Function unknown. Involved in response to stress. Expressed during petal differentiation and expansion stage.	65	162	1
Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein	Function in lipid binding. Located in endomembrane system. Expressed in shoot apex, embryo, flower, leaf, seed. Expressed during cotyledon expansion stage.	35	161	2
Basic chitinase	Defense response after wounding or pathogenic attack	10	150	4

^a^ The value used to compute significance of the observed change of transcript abundance was measured in fragments per kilobase of transcript per million mapped reads (FPKM.)

^b^ Log2 (Fold change): negative values indicate that the gene is more highly expressed in Albion and positive values indicate the gene is more highly expressed in Voyager.

^c^ All genes were significantly differential expressed FDR<0.05

Gene families known to be involved in Zn transport were identified and their expression in the developing pods of Albion and Voyager was quantified (Fig 5). These families included ZRT and IRT–like protein (ZIP), basic region/leucine zipper motif (bZIP) transcription factors, vacuolar iron transport (VIT), natural resistance-associated macrophage protein (NRAMP), zinc induced facilitator (ZIF), yellow stripe (YSL), heavy metal ATPase (HMA), nicotianamine synthase (NAS), dehydrin, and metallothionein. The ZRT and IRT–like protein (ZIP) family is involved in uptake, transport to leaves and translocation to seeds, embryo, endosperm, and seed coat of zinc [51]. It was the largest family and 20 out of 23 members [34] were found in the developing pod transcriptome of which fifteen were expressed (Table 3). 

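In the authors' deposited table, 13 of the 20 ZIP genes of Table 3 were found by their position, all above 0.1 FPKM, with values from 0.69 to 24.3 FPKM. The highest was PvZIP16 (Phvul.008G259200, chromosome 8), with 21.5 FPKM in Albion and 24.3 in Voyager. The lowest was PvZIP7 (Phvul.005G146000, chromosome 5), with 0.69 and 1.57 FPKM. Voyager had the higher value for 12 of the 13 genes, and log2 fold changes ranged from -0.13 to 2.25 in the authors' deposited table. A threshold of 1 FPKM in a genotype left the number of expressed ZIP genes at 13, and the remaining ZIP genes of Table 3 were not analysed here.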

Expression analysis of this family in dry bean showed that some members were highly expressed in leaves and pods under two Zn treatments [34]. Additionally, in *Arabidopsis* and maize, some members of this family are preferentially expressed in the embryo and endosperm [52]. These results emphasize the importance of these genes in Zn transport into sink organs. bZIP transcription factors bZIP19 and bZIP23 in *Arabidopsis*, were associated to promoter regions of the zinc deficiency-induced ZIP4 gene of ZIP family [9]. These bZIPs belong to group F, have been described containing two DNA binding domains needed to respond to low zinc supply in *Arabidopsis* [9]. Two bZIP basic leucine-zipper transcription factor genes homologous to bZIP23 in *Arabidopsis* were identified and both were expressed in pods.

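PvbZIP2 lies on chromosome 11 from 3134439 to 3137257 and had 41.3 FPKM in Albion and 45.9 in Voyager. The authors' deposited table gives a q-value of 1.00 for this gene. PvbZIP1 was not found there at its Table 3 position and was not analysed here.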

**Fig 5:**
Expression levels of the ten gene families involved in Zn transport and accumulation identified in developing pod transcriptome. Bars represent each gene family and colors correspond to different member within each family. Height of each bar represents gene fold change in Albion and Voyager. ZIP (zinc-regulated transporter, iron regulated transporter like), NRAMP (natural resistance associated macrophage protein), bZIP (bZip transcription factor), ZIF (zinc-induced facilitator), HMA (heavy metal associated), VIT (vacuolar iron transport), YSL (yellow stripe like), NAS (nicotiamine synthase), FRO (Iron reductase) and ferritin.

**Table 3:** Gene families involved in Zn and/or Fe transport and expression analysis in the developing pods of Albion and Voyager.

Gene family	Homologous *A*. *thaliana*	Chromosome	Position	Albion^a^	Voyager^a^	fold change^b^	FDR^c^
PvbZIP1	bZIP23 basic-leucine zipper	Chr05	3,212,438	22	23	0.0	
PvbZIP2	bZIP23 basic-leucine zipper	Chr11	3,134,439	41	46	0.2	
PvNRAM1	ATNRAMP, metal ion transporter	Chr01	44,116,444	26	31	0.3	
PvNRAM2	ATNRAMP3, metal ion transporter	Chr02	1,609,575	61	62	0.0	
PvNRAM3	ATNRAMP3, metal ion transporter	Chr03	46,129,963	12	11	-0.2	
PvNRAM4	ATNRAMP6, metal ion transporter 6	Chr05	40,351,734	17	17	0.0	
PvNRAM5	ATNRAMP, metal ion transporter	Chr07	37,134,084	30	34	0.2	
PvNRAM6	ATNRAMP2, metal ion transporter 2	Chr09	11,751,007	19	23	0.3	
PvNRAM7	ATNRAMP6, metal ion transporter 6	Chr09	18,914,511	14	12	-0.3	
PvNRAM8	ATNRAMP2, metal ion transporter 2	Chr10	37,315,780	0	0	0.0	
PvNRAM9	ATNRAMP6, metal ion transporter 6	Chr10	42,893,083	2	0	-2.3	*
PvZIF1	ZIFL2, zinc induced facilitator-like 2	Chr02	21,890,013	1	19	4.6	*
PvZIF2	ZIFL1, zinc induced facilitator-like 1	Chr05	1,050,386	3	6	0.9	
PvZIF3	ZIFL1, zinc induced facilitator-like 1	Chr11	44,602,386	0	0	0.0	
PvZIF4	ZIFL1, zinc induced facilitator-like 1	Chr11	44,656,239	0	0	0.0	
PvZIF5	ZIFL1, zinc induced facilitator-like 1	Chr11	44,662,432	0	0	-0.4	
PvZIF6	ZIFL1, zinc induced facilitator-like 1	Chr11	46,613,123	9	11	0.2	
PvZIF7	ZIFL1, zinc induced facilitator-like 1	Chr11	46,625,565	0	0	0.0	
PvZIF8	ZIFL1, zinc induced facilitator-like 1	Chr11	46,638,452	0	0	0.0	
PvZIF9	ZIFL1, zinc induced facilitator-like 1	Chr11	46,652,668	4	3	-0.4	
PvZIF10	ZIFL1, zinc induced facilitator-like 1	Chr11	46,667,766	18	8	-1.1	
PvZIP1	ATZIP4, zinc transporter 4 precursor	Chr01	3,438,922	3	3	0.1	
PvZIP2	ZIP10, zinc transporter 10 precursor	Chr02	19,642,778	0	0	0.1	
PvZIP3	ZIP metal ion transporter family	Chr02	33,721,809	19	20	0.0	
PvZIP4	ZIP10, zinc transporter 10 precursor	Chr03	49,001,484	0	0	0.0	
PvZIP5	ZIP10, zinc transporter 10 precursor	Chr03	49,013,792	0	0	0.0	
PvZIP6	ZIP11, zinc transporter 11 precursor	Chr05	37,425,474	0	0	0.0	
PvZIP7	ZIP11, zinc transporter 11 precursor	Chr05	37,429,894	1	2	1.2	
PvZIP8	ZIP1, zinc transporter 1 precursor	Chr05	5,642,976	6	8	0.4	
PvZIP9	ZTP29, ZIP metal ion transporter family	Chr05	37,714,954	18	17	-0.1	
PvZIP10	ZIP11, zinc transporter 11 precursor	Chr06	17,173,381	12	21	0.8	
PvZIP11	ZIP1, zinc transporter 1 precursor	Chr06	199,508	1	1	-0.2	
PvZIP12	ZIP5, zinc transporter 5 precursor	Chr06	1,040,877	2	8	2.2	*
PvZIP13	ATZIP6, metal ion transporter family	Chr06	18,953,200	7	8	0.2	
PvZIP14	ZIP metal ion transporter family	Chr08	7,633,778	11	12	0.1	
PvZIP15	ZIP5, zinc transporter 5 precursor	Chr08	59,348,008	8	15	0.9	
PvZIP16	ATZIP6, metal ion transporter family	Chr08	57,181,379	21	24	0.2	
PvZIP17	ATIRT3, iron regulated transporter 3	Chr09	12,668,955	31	36	0.0	
PvZIP18	ZIP metal ion transporter family	Chr10	9,814,851	2	2	0.1	
PvZIP19	ZTP29, ZIP metal ion transporter family	Chr11	5,068,287	1	1	0.0	
PvZIP20	ZIP10, zinc transporter 10 precursor	scaff	1,071	0	1	0.2	
PvVIT1	ATVIT1, vacuolar iron transporter 1	Chr02	48,170,585	2	1	-0.5	
PvVIT2	ATVIT1, vacuolar iron transporter 1	Chr02	48,175,491	14	18	0.4	
PvVIT3	ATVIT1, vacuolar iron transporter 1	Chr02	48,252,436	12	14	0.2	
PvVIT4	Vacuolar iron transporter (VIT)	Chr02	23,134,245	0	0	0.0	
PvVIT5	Vacuolar iron transporter (VIT)	Chr02	36,507,752	0	0	-1.5	
PvVIT6	Vacuolar iron transporter (VIT)	Chr02	36,521,460	0	0	-0.8	
PvVIT7	Vacuolar iron transporter (VIT)	Chr02	36,533,751	0	0	0.4	
PvVIT8	Vacuolar iron transporter (VIT)	Chr02	36,541,077	0	0	0.0	
PvVIT9	Vacuolar iron transporter (VIT)	Chr04	27,416,262	10	19	0.9	
PvVIT10	Vacuolar iron transporter (VIT)	Chr07	7,508,398	28	38	0.4	
PvVIT11	ATVIT1, vacuolar iron transporter 1	Chr08	6,284,802	6	7	0.4	
PvVIT12	Vacuolar iron transporter (VIT)	Chr08	49,131,247	6	6	0.0	
PvVIT13	vacuolar iron transporter (VIT)	Chr09	8,164,280	8	7	0.0	
PvVIT14	Vacuolar iron transporter (VIT)	Chr10	3,221,741	1	1	0.1	
PvVIT15	vacuolar iron transporter (VIT)	Chr10	3,229,195	0	0	1.0	
PvYSL1	ATYSL1, Yellow stripe like 1	Chr01	13,421,083	18	28	0.0	
PvYSL2	YSL6, Yellow stripe like 6	Chr01	16,152,062	60	65	0.1	
PvYSL3	YSL7, Yellow stripe like 7	Chr03	626,298	16	18	0.1	
PvYSL4	YSL7, Yellow stripe like 7	Chr03	631,299	2	2	0.0	
PvYSL5	ATYSL1, Yellow stripe like 1	Chr04	21,588,269	3	4	0.4	
PvYSL6	YSL7, Yellow stripe like 7	Chr04	41,773,229	17	15	-0.1	
PvYSL7	YSL7, Yellow stripe like 7	Chr06	20,249,225	0	0	0.0	
PvYSL8	ATYSL3, Yellow stripe like 3	Chr08	40,137,873	4	9	0.0	
PvYSL9	ATYSL3, Yellow stripe like 3	Chr09	9,292,230	62	72	0.0	
PvHMA1	HMA5, heavy metal atpase 5	Chr02	29,860,709	11	5	-1.1	
PvHMA2	HMA5, heavy metal atpase 5	Chr02	29,878,666	1	0	-0.6	
PvHMA3	HMA5, heavy metal atpase 5	Chr02	45,175,820	0	0	0.0	
PvHMA4	HMA5, heavy metal atpase 5	Chr02	45,187,687	0	0	0.3	
PvHMA5	HMA6, PAA1P-type ATP-ase 1	Chr02	36,870,747	5	6	0.3	
PvHMA6	HMA7, copper-transporting ATPase	Chr02	34,600,085	13	13	0.0	
PvHMA7	ATHMA1, heavy metal atpase 1	Chr03	5,628,284	30	26	-0.2	
PvHMA8	ATHMA1, heavy metal atpase 1	Chr03	46,285,474	26	25	-0.1	
PvHMA9	ATHMA2, heavy metal atpase 2	Chr03	33,726,455	20	19	-0.1	
PvHMA10	ATHMA4, heavy metal atpase 4	Chr09	35,288,969	1	1	-0.5	
PvHMA11	ATHMA8, type ATPase	Chr09	13,120,413	8	7	-0.2	
PvHMA12	HMA7, copper-transporting ATPase	Chr09	35,544,425	33	35	0.1	
PvHMA13	HMA5, heavy metal atpase 5	Chr10	3,512,059	3	3	0.1	
PvNAS1	ATNAS2, nicotianamine synthase 2	Chr01	48,680,147	0	0	-0.2	
PvNAS2	ATNAS4, nicotianamine synthase 4	Chr05	6,792,803	0	0	0.0	
PvNAS3	ATNAS4, nicotianamine synthase 4	Chr06	23,217,021	0	0	-0.1	
PvDehydrin	Dehydrin	Chr04	44,048,043	2	1	-1.8	
PvDehydrin	Dehydrin	Chr09	921,414	24	14	-0.8	
PvDehydrin	Dehydrin	Chr11	49,334,383	0	0	0.3	
PvMT	metallothionein 2A	Chr08	11,131,986	3262	3989	0.3	
PvMT	metallothionein 2A	Chr10	1,509,086	669	847	0.3	
PvMT	metallothionein 2A	Chr10	1,905,781	310	246	-0.3	
PvMT	metallothionein 2A	Chr10	1,900,737	0	1	1.1	

^a^ The value used to compute significance of the observed change of transcript abundance was measured in fragments per kilobase of transcript per million mapped reads (FPKM)

^b^ Log2 (Fold change): negative values indicate that the gene is more highly expressed in Albion and positive values indicate the gene is more highly expressed in Voyager

^c^ *indicates genes were significantly differential expressed FDR<0.05

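Of the VIT genes of Table 3, 6 were analysed here. PvVIT1 (Phvul.002G322800), PvVIT2 (Phvul.002G322900) and PvVIT3 (Phvul.002G323700) lie close together on chromosome 2, between 48170585 and 48253800. PvVIT9 (Phvul.004G096500) lies on chromosome 4, PvVIT10 (Phvul.007G079100) on chromosome 7 and PvVIT11 (Phvul.008G070000) on chromosome 8. All 6 genes had at least 1 FPKM in both genotypes.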

We identified fifteen vacuolar iron transport (VIT) genes which nine members were expressed in developing pods. 

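The lowest value among these VIT genes was that of PvVIT1 in Voyager, 1.17 FPKM, against 1.61 in Albion. PvVIT10 had the highest, 37.7 FPKM in Voyager and 28.1 in Albion. PvVIT9 had the largest fold change in the authors' deposited table, a log2 fold change of 0.87 with a q-value of 0.90, from 10.4 FPKM in Albion and 18.9 in Voyager.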

Relatively low levels of expression (0 to 38 FPKM) was observed. In *Arabidopsis*, VIT1 has been found highly expressed in the developing seeds and mediates iron storage in the embryo [53]. Nicotianamine synthase (NAS) is a metal chelator that produces a nonproteinogenic amino acid which binding a variety of transition metals [54,55]. Metallothionein proteins bind transition metals and play a role in the homeostasis and detoxification of non-essential minerals [56]. 

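The metallothionein 2A genes were analysed here for 3 of the 4 entries of Table 3. Phvul.008G101800, on chromosome 8 from 11131986 to 11133371, had 3262 FPKM in Albion and 3989 in Voyager. Phvul.010G009500, on chromosome 10, had 669 FPKM in Albion and 847 in Voyager, and Phvul.010G012300, also on chromosome 10, had 310 and 246. Their log2 fold changes in the authors' deposited table were 0.29, 0.34 and -0.33, each with a q-value of 1.00.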

Four metallothionein genes were identified in the developing pods and three of them were highly expressed (246 to 3,989 FPKM) but none were differentially expressed. In *Arabidopsis*, AtMT4a and AtMT4b have been suggested to be involved in Zn storage in seeds [57].

Very few of the Zn and/or Fe transport related genes were differentially expressed. Those that were differentially expressed included one gene each from NRAMP, ZIP and ZIF families (Table 3). 

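Table 3 names 88 genes of 10 families. Of these, 52 were found by position in the authors' deposited table and analysed here, and 36 were not found. Of the 52 genes, 3 were called in the authors' deposited table over all genes tested. With p-values recovered from the authors' test statistics and adjusted over the list alone, 5 genes had a Benjamini-Hochberg value under 0.05. The additional genes were PvZIF10 (Phvul.011G189900), with 18.0 FPKM in Albion and 8.11 in Voyager and an adjusted value of 0.022, and PvHMA1 (Phvul.002G156800), with 10.6 and 4.83 FPKM and 0.024. In the authors' deposited table their log2 fold changes were -1.15 and -1.13, and their q-values were 0.08 and 0.09. A log2 fold change of at least 1 in either direction was given to 7 of the 52 genes in the authors' deposited table, 33 were higher in Voyager and 19 in Albion. The dehydrin gene Phvul.004G158800 had 2.42 FPKM in Albion and 0.71 in Voyager and a q-value of 0.74 in the authors' deposited table.

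**Figure D3:**
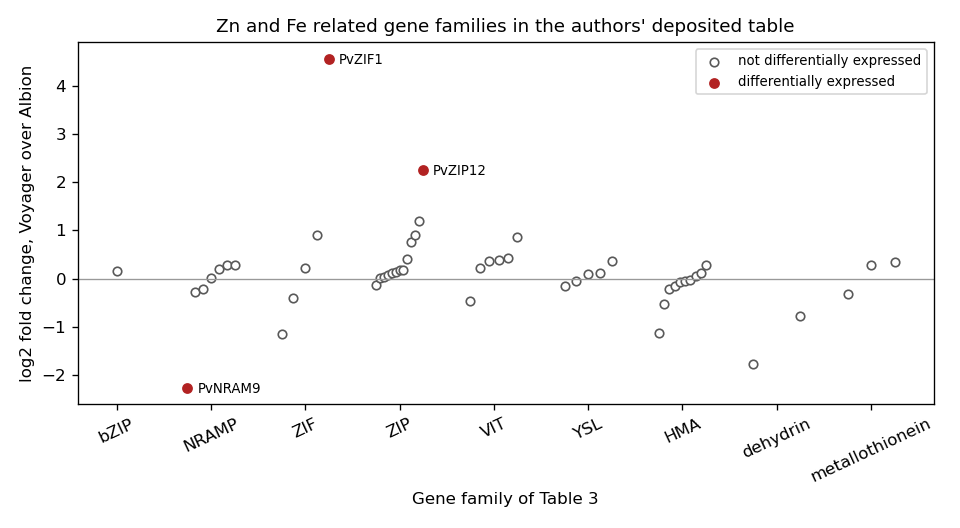
Log2 fold change, Voyager over Albion, of the 52 genes in the authors' deposited table, by family. Filled points are the 3 differentially expressed genes, which are also labelled. The other genes lie between -1.77 and 1.19.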

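These were PvNRAM9 (Phvul.010G160800), PvZIP12 (Phvul.006G003300) and PvZIF1 (Phvul.002G108300). Adjusted over the list alone, their Benjamini-Hochberg values were 0.017, 0.00086 and 3e-05. Their q-values in the authors' deposited table were 0.05, 0.00 and 0.00. In the Benjamini-Hochberg adjustment recomputed over all genes, PvNRAM9 was not under 0.05.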

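PvNRAM9 lies on chromosome 10 from 42893083 to 42898506 and is annotated as NRAMP metal ion transporter 6. It had 2.36 FPKM in Albion and 0.49 FPKM in Voyager. Its log2 fold change in the authors' deposited table was -2.27. On the log2(FPKM + 1) scale it was -1.17, and both values are low enough for the pseudocount to matter. The other NRAMP genes analysed here had log2 fold changes between -0.27 and 0.28 in the authors' deposited table.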

A member of NRAMP was expressed in Albion and not expressed in Voyager (2.3 fold change). NRAMP family genes have been involved mainly in iron translocation [21,22]. However, complementation analysis showed that a member of NRAMP was able to complement growth in yeast [23]. 

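PvZIF1, annotated as zinc induced facilitator-like 2, had 0.82 FPKM in Albion and 19.4 in Voyager, and its log2 fold change in the authors' deposited table was 4.56. PvZIP12, annotated as zinc transporter 5 precursor and located on chromosome 6 from 1040877 to 1043253, had 1.66 FPKM in Albion and 7.90 in Voyager, and its log2 fold change in the authors' deposited table was 2.25. On the log2(FPKM + 1) scale these values were 3.48 and 1.74.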

PvZIF1and PvZIP12 were more expressed in Voyager than Albion in 4.6 and 2.2 fold change respectively. ZIP and ZIF family genes have been shown to be involved in transportation of minerals to the vacuole and transport to seeds in *Arabidopsis* [8,23]. This suggests that one possible reason why Albion has lower seed Zn that Voyager is because it is being moved to the vacuoles and not transported to the seed. However, for each Zn/Fe related family analyzed transcripts were from 1 to 72 of FPKM value which was relatively low as compared to those genes related to lipid synthesis and storage protein. Therefore future studies may need to target earlier and later developmental time points to better characterize genotypic differences in Zn remobilization.

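From the higher expression of PvZIF1 and PvZIP12 in Voyager and the vacuolar and seed transport roles known for ZIP and ZIF genes in Arabidopsis, the paper proposes, as a possible reason for the lower seed Zn of Albion, that Zn is moved to the vacuoles and not to the seed. PvZIF1 was higher in Voyager, while the background of the paper gives ZIF1 a role in moving Zn into vacuoles. That direction does not by itself point to more vacuolar Zn in Albion, and vacuolar Zn was not measured. The remaining ZIF genes analysed here went in both directions. PvZIF2 (Phvul.005G012400) had 3.02 FPKM in Albion and 5.68 in Voyager, PvZIF6 (Phvul.011G189500) had 9.41 and 10.9, and PvZIF9 (Phvul.011G189800) had 3.75 and 2.84. PvZIF10 was higher in Albion and, opposite to PvZIF1, passed the threshold when adjusted over the list alone. None of these was called in the authors' deposited table.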

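Leaving out the metallothioneins, 49 family members of Table 3 were analysed here. They ranged from 0.49 FPKM, in PvNRAM9, to 64.9 FPKM, in PvYSL2 (Phvul.001G088900, chromosome 1). The median of their mean FPKM was 11.8, against 11.6 over all listed genes. The ferritin gene Phvul.008G221200 of Table 5 lay above this range, with 138 FPKM in Albion and 266 in Voyager. The authors' deposited table gives it a log2 fold change of 0.95 with a q-value of 0.34.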

The transcript sequences from Voyager and Albion were also analyzed for SNPs. A total of 12,118 SNPs were identified between the two genotypes (S2 File). In total 3,401 genes contained SNPs and on average there were 3.6 SNPs per gene. Sanger sequencing was used to validate SNPs in nine genes (Table 4). Of the gene families related to Zn and/or Fe transport, eleven genes were found to have SNPs with a total of 47 SNPs average of four SNPs per gene. In total, 15 of the SNPs resulted in an amino acid change (Table 5). Of the genes with SNPs, the same ZIF gene (Phvul.002G108300) which was more highly expressed in Albion than Voyager contained 10 SNPs in the coding region. This gene maps to chromosome 11 and while numerous studies have reported QTL for seed Fe and Zn concentration [37,58,59], this ZIF gene is not within those regions. It is interesting to note that the HMA gene (Phvul002G288300 and Phvul002G19000) maps to chromosome 2 in a region where a major QTL for seed Zn concentration has been identified in bean RIL populations from both Mesoamerican and Andean intra gene pool crosses [37,59]. 

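PvZIF1 (Phvul.002G108300) is listed in the authors' deposited table on chromosome 2 from 21890013 to 21891601. It is not in Table 5, where the ZIF gene with the most coding SNPs is Phvul.011G173100 on chromosome 11. Other ZIF genes lie on chromosome 11, with PvZIF6 from 46613123 to 46618521, PvZIF9 from 46652668 to 46659245 and PvZIF10 from 46667766 to 46673526.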

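An HMA identifier that the paper prints without its full digits was read as Phvul.002G190000, from the position of PvHMA6 in Table 3. The gene Phvul.002G190000 lies on chromosome 2 from 34600085 to 34606020. It had 12.9 FPKM in Albion and 12.8 in Voyager, and the authors' deposited table gives it a log2 fold change of -0.02 with a q-value of 1.00. Phvul.002G208800 (PvHMA5), from 36870747 to 36904232 on the same chromosome, had 4.96 and 6.05 FPKM. Phvul.002G288300 was not analysed here.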

The seed Zn differences in Albion and Voyager with single marker genetic analysis indicated that this trait associated with SSR markers BM154 and BM184 found on chromosome 9 [38]. 

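The dehydrin gene Phvul.009G005300 lies on chromosome 9 from 921414 to 922386 and had 24.3 FPKM in Albion and 14.1 in Voyager, with a log2 fold change of -0.78 and a q-value of 1.00 in the authors' deposited table. Phvul.009G005800, annotated as basic leucine-zipper 44, lies from 1006283 to 1006766 and had 173 and 210 FPKM, with a log2 fold change of 0.28 and a q-value of 1.00 in the authors' deposited table. Another gene with this annotation on chromosome 9, Phvul.009G060900, starts at 10772249 and had 30.0 FPKM in Albion and 0.67 in Voyager, and the authors' deposited table gives it a log2 fold change of -5.48 with a q-value of 0.00. Within 1 Mb of the marker positions, 718891 to 2856660, 95 genes were listed. Of these, 2 were called in the authors' deposited table, and none of the 10 genes between the markers was. The MLO family gene Phvul.009G007000, at 1157882 to 1162215, had 0.51 FPKM in Albion and 4.53 in Voyager. The other called gene, Phvul.009G011500, has no annotation and lies at 1882204 to 1884319.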

Based on the physical position of these markers on chromosome 9 (1,856,660 1,718,891bp respectively) genes such as dehydrin and bZIP44 were found in the surrounding region (922,386 and 1,006,283). Dehydrins are responsible for osmotic stress from drought, cold, and high salinity but also binds metals reducing metal toxicity in plant cells under water-stressed conditions [60].

**Table 4:** Forward and reverse sequence for all primer pairs used to validate putative SNPs in genotypes Albion and Voyager.

*P*. *vulgaris* genome ID	Gene	Forward primer	Reverse primer	Product Size (bp)
Phvul.008G157800	PvYSL	CGCTATGTCGTAACACTTCTGCACC	TTTGTGCTTGCTGCCTTAGGTGGG	741
	PvYSL	GGGAAGGGCAGAAAAGCCTTCGAC	TTGCCTTGATCCTCGGTGATGGGT	874
Phvul002G19000	PvHMA	AACCTCTCACCGCGACCTCACTAC	CCCACACAACAACCCCATCGGAAG	1483
	PvHMA	AACCTCTCACCGCGACCTCACTAC	CATGTTCGCAGATCCACGGCGTAA	1131
	PvHMA	GACACGGCGGTTTTGCTGACTTTG	GCACTCTCTAATGCCTGCCCTCCT	746
	PvHMA	GTTGGTGCATCTCAGGGTGTGCTC	GGCCAATGGATGCTCACTATTCACCT	853
Phvul.011G173100	PvZIF	GCCCAGCATTGGGAGGCTATTTGG	AAGCCACATTCGGAACATGACCGC	1211
	PvZIF	CGTGACGTGTGCAATGATGCCACT	CGCACCAACAACACAAAACAGGGA	561
	PvZIF	AGGTGGTGCAGTGTGAGTGTTCCT	AGGCAAGTTACAGATTGAATTGGTTCCCT	886

**Table 5:** Identification of SNPs in genes that are members of Zn and/or Fe transport-related families, followed by the length of the CDS, genomic length, number of SNPs between Albion and Voyager, whether those SNPs validated via PCR and if the SNPs resulted in an amino acid change.

P. vulgaris genome ID	Family	CDS Length	Genomic Length	SNPs in CDS	Chr	SNPs confirmed^a^	AA change
Phvul002G288300	HMA	2,982	5,648	5	2		Syn, Syn, Syn, Syn, Phe/Ser
Phvul002G19000	HMA	2,958	4,150	6	2	*	Syn, Syn, Syn, Syn, Syn, Syn
Phvul.002G208800	HMA	2,835	24,712	1	2		Ala/Thr
Phvul.003G047300	HMA	3,564	9,174	4	3		Syn, Syn, Syn, Syn
Phvul.002G014300	NRAMP	1,524	2,952	4	2		Val/Leu, Syn, Syn, Syn
Phvul.008G157800	YSL	1,908	2,751	3	8	*	Met/Ile, Syn, Syn
Phvul.001G081600	YSL	2,031	6,538	2	1		Gly/Ser, Syn
Phvul.011G173100	ZIF	1,470	5,330	10	11	*	Gln/Leu, Asp/Glu, Arg/Pro, Ala/Val, Syn, Syn, Syn, Thr/Ile, Val/Ile, Gln/His
Phvul.011G189500	ZIF	1,470	4,785	5	11		Syn, Ile/Val, Syn, Syn, Syn
Phvul.008G221200	Ferritin	891	2,550	1	8		Glu/Lys

^a^: * indicates SNPs were confirmed by PCR amplification and sequencing.

Accumulation of minerals in the seed involved several complex and still unknown mechanisms. The ability to uptake and accumulate minerals, how much mineral is absorbed by roots, transfer into the shoots and leaves via the xylem, and translocation to seeds via the phloem are all potentially important genetic regulation points. It still unclear which mechanism is the most important step in terms of uptake, transport, remobilization and accumulation to determine where our effort to increase concentration of Zn in seed should focus. In *Pisum sativum*, Zn remobilization from vegetative tissues to the seeds has been measured and 75–95% of mineral content in pods was remobilized to the seed tissue [61]. In this study we reported the main genes that likely are related to Zn remobilization during the seed filling period.

RNA sequencing was used to identify members of mineral transporter gene families expressed during bean pod development. The comparative analysis of two closely related bean genotypes with different levels of seed Zn indicate which genes are differentially expressed and which contain SNPs. This information is useful to identify candidate genes for seed mineral biofortification and the most promising candidate from this study is the ZIF gene (Phvul.002G108300).

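Among the 231 genes called higher in Voyager with more than 0 FPKM in Albion, the ZIF gene was 21 by log2 fold change in the authors' deposited table. By FPKM in Voyager it was 92 of the 234 genes called higher in Voyager in the authors' deposited table. The median log2 fold change of the 231 genes was 2.25 in the authors' deposited table.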

## Supporting Information

S1 File This file contains the description of validation of the RNA-seq results with quantitative RT-PC and supplementary tables. **Table A**. Comparison of fold change of PvZIP and Pv bZIP obtained from RNA-seq and qRT PCR validation of PvZIP and Pv bZIP genes in developing pods. Correlation between normalized sequencing counts in RNA-seq and expression determined by RT qPCR showed high correlation between two methodologies (r = 0.85 p = 0.05). **Table B.** Primer list for gene expression analysis via RT-qPCR. Four member of the ZIP gene family and two member of the bZIP family were amplified via RT-qPCR to validate the expression profiles obtained by RNA-seq.
(DOCX) Click here for additional data file.

S2 File List of SNPs found in the pod transcriptome of Albion and Voyager. (XLSX) Click here for additional data file.

## References

[1] ChasapisCT, LoutsidouAC, SpiliopoulouCA, StefanidouME (2012) Zinc and human health: an update. Archives of Toxicology 86: 521–534. 10.1007/s00204-011-0775-1 22071549

[2] HambidgeM (2000) Human zinc deficiency. The Journal of Nutrition 130: 1344S–1349S. 1080194110.1093/jn/130.5.1344S

[3] SandsteadHH (1991) Zinc deficiency: a public health problem? American Journal of Diseases of Children 145: 853–859. 185872010.1001/archpedi.1991.02160080029016

[4] BouisHE, HotzC, McClaffertyB, MeenakshiJ, PfeifferWH (2011) Biofortification: a new tool to reduce micronutrient malnutrition. Food & Nutrition Bulletin 32: 31S–40S.10.1177/15648265110321S10521717916

[5] IslamF, BasfordK, JaraC, ReddenR, BeebeS (2002) Seed compositional and disease resistance differences among gene pools in cultivated common bean. Genetic Resources and Crop Evolution 49: 285–293.

[6] BlairMW, GonzálezLF, KimaniPM, ButareL (2010) Genetic diversity, inter-gene pool introgression and nutritional quality of common beans (Phaseolus vulgaris L.) from Central Africa. Theoretical and Applied Genetics 121: 237–248. 10.1007/s00122-010-1305-x 20224891PMC2886139

[7] WatersBM, SankaranRP (2011) Moving micronutrients from the soil to the seeds: genes and physiological processes from a biofortification perspective. Plant Science 180: 562–574. 10.1016/j.plantsci.2010.12.003 21421405

[8] GuerinotML (2000) The ZIP family of metal transporters. Biochimica et Biophysica Acta (BBA)-Biomembranes 1465: 190–198.1074825410.1016/s0005-2736(00)00138-3

[9] AssunçãoAG, HerreroE, LinY-F, HuettelB, TalukdarS, SmaczniakC, et al (2010) Arabidopsis thaliana transcription factors bZIP19 and bZIP23 regulate the adaptation to zinc deficiency. Proceedings of the National Academy of Sciences: 201004788.10.1073/pnas.1004788107PMC289048620479230

[10] WatersBM, ChuH-H, DiDonatoRJ, RobertsLA, EisleyRB, LahnerB, et al (2006) Mutations in Arabidopsis yellow stripe-like1 and yellow stripe-like3 reveal their roles in metal ion homeostasis and loading of metal ions in seeds. Plant Physiology 141: 1446–1458. 1681595610.1104/pp.106.082586PMC1533956

[11] CurieC, CassinG, CouchD, DivolF, HiguchiK, Le JeanM, et al (2009) Metal movement within the plant: contribution of nicotianamine and yellow stripe 1-like transporters. Annals of Botany 103: 1–11. 10.1093/aob/mcn207 18977764PMC2707284

[12] HaydonMJ, KawachiM, WirtzM, HillmerS, HellR, KramerU (2012) Vacuolar nicotianamine has critical and distinct roles under iron deficiency and for zinc sequestration in Arabidopsis. The Plant Cell Online 24: 724–737.10.1105/tpc.111.095042PMC331524322374397

[13] SchulerM, Rellán-ÁlvarezR, Fink-StraubeC, AbadíaJ, BauerP (2012) Nicotianamine functions in the phloem-based transport of iron to sink organs, in pollen development and pollen tube growth in Arabidopsis. The Plant Cell Online 24: 2380–2400.10.1105/tpc.112.099077PMC340691022706286

[14] SamardjievaKA, TavaresF, PissarraJ (2015) Histological and ultrastructural evidence for zinc sequestration in *Solanum nigrum* L. Protoplasma 252: 345–357. 10.1007/s00709-014-0683-3 25119835

[15] MorelM, CrouzetJ, GravotA, AuroyP, LeonhardtN, VavasseurA, et al (2009) AtHMA3, a P1B-ATPase allowing Cd/Zn/Co/Pb vacuolar storage in Arabidopsis. Plant Physiology 149: 894–904. 10.1104/pp.108.130294 19036834PMC2633814

[16] HaydonMJ, CobbettCS (2007) A novel major facilitator superfamily protein at the tonoplast influences zinc tolerance and accumulation in Arabidopsis. Plant Physiology 143: 1705–1719. 1727708710.1104/pp.106.092015PMC1851824

[17] RicachenevskyFK, SperottoRA, MenguerPK, SperbER, LopesKL, FettJP (2011) ZINC-INDUCED FACILITATOR-LIKE family in plants: lineage-specific expansion in monocotyledons and conserved genomic and expression features among rice (Oryza sativa) paralogs. BMC Plant Biology 11: 20 10.1186/1471-2229-11-20 21266036PMC3041735

[18] HanikenneM, TalkeIN, HaydonMJ, LanzC, NolteA, MotteP, et al (2008) Evolution of metal hyperaccumulation required cis-regulatory changes and triplication of HMA4. Nature 453: 391–395. 10.1038/nature06877 18425111

[19] RicachenevskyFK, MenguerPK, SperottoRA, WilliamsLE, FettJP (2013) Roles of plant metal tolerance proteins (MTP) in metal storage and potential use in biofortification strategies. Frontiers in Plant Sciences 4.10.3389/fpls.2013.00144PMC365306323717323

[20] MigockaM, KosieradzkaA, PapierniakA, Maciaszczyk-DziubinskaE, PosyniakE, GarbiecA, et al (2014) Two metal-tolerance proteins, MTP1 and MTP4, are involved in Zn homeostasis and Cd sequestration in cucumber cells. Journal of Experimental Botany: eru 459.10.1093/jxb/eru45925422498

[21] LanquarV, RamosMS, LelièvreF, Barbier-BrygooH, Krieger-LiszkayA, KramerU, et al (2010) Export of vacuolar manganese by AtNRAMP3 and AtNRAMP4 is required for optimal photosynthesis and growth under manganese deficiency. Plant Physiology 152: 1986–1999. 10.1104/pp.109.150946 20181755PMC2850043

[22] ThomineS, LelièvreF, DebarbieuxE, SchroederJI, Barbier-BrygooH (2003) AtNRAMP3, a multispecific vacuolar metal transporter involved in plant responses to iron deficiency. The Plant Journal 34: 685–695. 1278724910.1046/j.1365-313x.2003.01760.x

[23] ZhaoH, EideD (1996) The yeast ZRT1 gene encodes the zinc transporter protein of a high-affinity uptake system induced by zinc limitation. Proceedings of the National Academy of Sciences 93: 2454–2458.10.1073/pnas.93.6.2454PMC398188637895

[24] OlsenLI, PalmgrenMG (2014) Many rivers to cross: the journey of zinc from soil to seed. Frontiers in Plant Sciences 5.10.3389/fpls.2014.00030PMC392158024575104

[25] CichyKA, ForsterS, GraftonKF, HosfieldGL (2005) Inheritance of seed zinc accumulation in navy bean. Crop Science 45: 864–870.

[26] MoraghanJT, GraftonK (1999) Seed-zinc concentration and the zinc-efficiency trait in navy bean. Soil Sci. Soc. Amer. J. 63: 918–922.

[27] HoaglandDR, ArnonDI (1950) The water-culture method for growing plants without soil. Circular California Agricultural Experiment Station 347.

[28] SchmutzJ, McCleanPE, MamidiS, WuGA, CannonSB, GrimwoodJ et al (2014) A reference genome for common bean and genome-wide analysis of dual domestications. Nature Genetics 46: 707–713. 10.1038/ng.3008 24908249PMC7048698

[29] LangmeadB, TrapnellC, PopM, SalzbergSL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biology 10: R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[30] TrapnellC, PachterL, SalzbergSL (2009) TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 25: 1105–1111. 10.1093/bioinformatics/btp120 19289445PMC2672628

[31] HuangDW, ShermanBT, LempickiRA (2008) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature Protocols 4: 44–57.10.1038/nprot.2008.21119131956

[32] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, van BarenM, et al (2010) Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nature Biotechnology 28: 511–515. 10.1038/nbt.1621 20436464PMC3146043

[33] TrapnellC, HendricksonDG, SauvageauM, GoffL, RinnJL, PachterL (2013) Differential analysis of gene regulation at transcript resolution with RNA-seq. Nature Biotechnology 31: 46–53. 10.1038/nbt.2450 23222703PMC3869392

[34] AstudilloC, FernandezAC, BlairMW, CichyKA (2013) The Phaseolus vulgaris ZIP gene family: identification, characterization, mapping, and gene expression. Frontiers in Plant Science 4.10.3389/fpls.2013.00286PMC372686323908661

[35] LiH, HandsakerB, WysokerA, FennellT, RuanJ, HomerN et al (2009) The sequence alignment/map format and SAMtools. Bioinformatics 25: 2078–2079. 10.1093/bioinformatics/btp352 19505943PMC2723002

[36] SankaranRP, HuguetT, GrusakMA (2009) Identification of QTL affecting seed mineral concentrations and content in the model legume Medicago truncatula. Theoretical and Applied genetics 119: 241–253. 10.1007/s00122-009-1033-2 19396421

[37] CichyKA, CaldasGV, SnappSS, BlairMW (2009) QTL analysis of seed iron, zinc, and phosphorus levels in an Andean bean population. Crop Science 49: 1742–1750.

[38] GelinJ, ForsterS, GraftonK, McCleanP, Rojas-CifuentesG (2007) Analysis of Seed Zinc and Other Minerals in a Recombinant Inbred Population of Navy Bean (L.). Crop Science 47: 1361–1366.

[39] PinheiroC, BaetaJP, PereiraAM, DominguesH, RicardoCP (2010) Diversity of seed mineral composition of Phaseolus vulgaris L. germplasm. Journal of Food Composition and Analysis 23: 319–325.

[40] CakmakI, PfeifferWH, McClaffertyB (2010) Review: Biofortification of durum wheat with zinc and iron. Cereal Chemistry 87: 10–20.

[41] OlikerM, Poljakoff-MayberA, MayerA (1978) Changes in weight, nitrogen accumulation, respiration and photosynthesis during growth and development of seeds and pods of Phaseolus vulgaris. American Journal of Botany: 366–371.

[42] BhaktaMS, JonesVA, VallejosCE (2015) Punctuated Distribution of Recombination Hotspots and Demarcation of Pericentromeric Regions in Phaseolus vulgaris L. PloS One 10: e0116822 10.1371/journal.pone.0116822 25629314PMC4309454

[43] BergerS, BellE, SadkaA, MulletJE (1995) Arabidopsis thaliana Atvsp is homologous to soybean VspA and VspB, genes encoding vegetative storage protein acid phosphatases, and is regulated similarly by methyl jasmonate, wounding, sugars, light and phosphate. Plant Molecular Biology 27: 933–942. 776688310.1007/BF00037021

[44] ArondelV, VergnolleC, CantrelC, KaderJ-C (2000) Lipid transfer proteins are encoded by a small multigene family in *Arabidopsis thaliana* . Plant Science 157: 1–12. 1094046410.1016/s0168-9452(00)00232-6

[45] RashidA, BadhanA, DeyholosM, KavN (2013) Proteomic profiling of the aleurone layer of mature Arabidopsis thaliana seed. Plant Molecular Biology Reporter 31: 464–469.

[46] ChappellJ, ChrispeelsMJ (1986) Transcriptional and posttranscriptional control of phaseolin and phytohemagglutinin gene expression in developing cotyledons of *Phaseolus vulgaris* . Plant Physiology 81: 50–54. 1666480610.1104/pp.81.1.50PMC1075281

[47] GeptsP, OsbornT, RashkaK, BlissF (1986) Phaseolin-protein variability in wild forms and landraces of the common bean (Phaseolus vulgaris): evidence for multiple centers of domestication. Economic Botany 40: 451–468.

[48] DebouckDG, ToroO, ParedesOM, JohnsonWC, GeptsP (1993) Genetic diversity and ecological distribution ofPhaseolus vulgaris (Fabaceae) in North western South America. Economic Botany 47: 408–423.

[49] BobbAJ, EibenHG, BustosMM (1995) PvAlf, an embryo-specific acidic transcriptional activator enhances gene expression from phaseolin and phytohemagglutinin promoters. The Plant Journal 8: 331–343. 755037210.1046/j.1365-313x.1995.08030331.x

[50] SheokandS, DahiyaP, VincentJ, BrewinN (2005) Modified expression of cysteine protease affects seed germination, vegetative growth and nodule development in transgenic lines of Medicago truncatula. Plant Science 169: 966–975.

[51] GrotzN, FoxT, ConnollyE, ParkW, GuerinotML, EideD (1998) Identification of a family of zinc transporter genes from Arabidopsis that respond to zinc deficiency. Proceedings of the National Academy of Sciences 95: 7220–7224.10.1073/pnas.95.12.7220PMC227859618566

[52] LiS, ZhouX, HuangY, ZhuL, ZhangS, ZhaoY, et al (2013) Identification and characterization of the zinc-regulated transporters, iron-regulated transporter-like protein (ZIP) gene family in maize. BMC Plant Biology 13: 114 10.1186/1471-2229-13-114 23924433PMC3751942

[53] KimSA, PunshonT, LanzirottiA, LiL, AlonsoJM, EckerJR, et al (2006) Localization of iron in Arabidopsis seed requires the vacuolar membrane transporter VIT1. Science 314: 1295–1298. 1708242010.1126/science.1132563

[54] StephanUW, ScholzG (1993) Nicotianamine: mediator of transport of iron and heavy metals in the phloem? Physiologia Plantarum 88: 522–529.

[55] HellR, StephanUW (2003) Iron uptake, trafficking and homeostasis in plants. Planta 216: 541–551. 1256939510.1007/s00425-002-0920-4

[56] GuoW-J, MeetamM, GoldsbroughPB (2008) Examining the specific contributions of individual Arabidopsis metallothioneins to copper distribution and metal tolerance. Plant Physiology 146: 1697–1706. 10.1104/pp.108.115782 18287486PMC2287344

[57] RenY, LiuY, ChenH, LiG, ZhangX, ZhaoJ (2012) Type 4 metallothionein genes are involved in regulating Zn ion accumulation in late embryo and in controlling early seedling growth in Arabidopsis. Plant, Cell & Environment 35: 770–789.10.1111/j.1365-3040.2011.02450.x22014117

[58] BlairMW, MedinaJI, AstudilloC, RengifoJ, BeebeSE, MachadoG, et al (2010) QTL for seed iron and zinc concentration and content in a Mesoamerican common bean (*Phaseolus vulgaris* L.) population. Theoretical and Applied Genetics 121: 1059–1070. 10.1007/s00122-010-1371-0 20532862

[59] BlairMW, AstudilloC, GrusakMA, GrahamR, BeebeSE (2009) Inheritance of seed iron and zinc concentrations in common bean (Phaseolus vulgaris L.). Molecular Breeding 23: 197–207.

[60] HaraM, FujinagaM, KuboiT (2005) Metal binding by citrus dehydrin with histidine-rich domains. Journal of Experimental Botany 56: 2695–2703. 1613150910.1093/jxb/eri262

[61] SankaranRP, GrusakMA (2014) Whole shoot mineral partitioning and accumulation in pea (Pisum sativum). Frontiers in Plant Science 5.10.3389/fpls.2014.00149PMC400606424795736

# Supplementary material for: Transcriptome Characterization of Developing Bean (Phaseolus vulgaris L.) Pods from Two Genotypes with Contrasting Seed Zinc Concentrations
**Source:** PLoS One. 2015 Sep 14;10(9):e0137157. doi: 10.1371/journal.pone.0137157
**Supplement:** S1 File — Table A. Comparison of fold change of PvZIP and Pv bZIP obtained from RNA-seq and qRT PCR validation of PvZIP and Pv bZIP genes in developing pods. Correlation between normalized sequencing counts in RNA-seq and expression determined by RT qPCR showed high correlation between two methodologies (r = 0.85 p = 0.05). Table B. Primer list for gene expression analysis via RT-qPCR. Four member of the ZIP gene family and two member of the bZIP family were amplified via RT-qPCR to validate the expression profiles obtained by RNA-seq.

Transcriptome Characterization of developing bean (*Phaseolus vulgaris* L.) pods from two genotypes with contrasting seed zinc concentrations.

Carolina Astudillo, Department of Plant, Soil and Microbial Sciences, Michigan State University, 1066 Bogue St., East Lansing, MI 48824

Andrea C. Fernandez, Department of Plant, Soil and Microbial Sciences, Michigan State University, 1066 Bogue St., East Lansing, MI 48824

Karen A Cichy, USDA-ARS, Sugarbeet and Bean Research Unit and Department of Plant, Soil and Microbial Sciences, Michigan State University, 1066 Bogue St., East Lansing, MI 48824

**Validation of the RNA-seq results with quantitative RT-PCR.**

**The manuscript Astudillo et al., (2013) includes RT-PCR for some of the zinc transporter genes highlighted in the RNA seq study. Detailed methods can be found in that paper. Direct comparison of RT-PCR and RNA seq results are found in Table A and primers used for RT PCR are found in Table B. The citation for this work is:** *Astudillo, C., Fernandez, A., Blair, M., Cichy, K.A. Phaseolus vulgaris ZIP gene family: identification, characterization, mapping and gene expression. Frontiers in Plant Science. 4:286. 2013.*

*http://journal.frontiersin.org/article/10.3389/fpls.2013.00286/abstract*

**Table A**. Comparison of fold change of PvZIP and Pv bZIP obtained from RNA-seq and qRT PCR validation of PvZIP and Pv bZIP genes in developing pods. 

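Table A sets RT qPCR fold changes, headed by another pair of genotypes, beside RNA-seq fold changes, headed Albion against Voyager, for genes of the ZIP family and bZIP transcription factors. A positive fold change stands for a higher level in Voyager than in Albion in the RNA-seq values. The FPKM behind them were 5.71 in Albion and 7.55 in Voyager for PvZIP8, 18.4 and 16.9 for PvZIP9, and 7.50 and 8.42 for PvZIP13. Each FPKM is the authors' pooled value of a genotype, so the RNA-seq column carries no error.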

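With log2(FPKM + 1) in place of the authors' fold changes, r over the genes analysed here remained at 0.93 (exact permutation test, p = 0.1). The RNA-seq values printed in Table A for all 8 genes, an alternative chosen after seeing the data, gave an r of 0.84 against the RT qPCR values (exact permutation test, p = 0.071) and a rho of 0.36 (exact permutation test, p = 0.36).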

Correlation between normalized sequencing counts in RNA-seq and expression determined by RT qPCR showed high correlation between two methodologies (r=0.85 p=0.05).

|  | **Gene** | **RT qPCR** | **RNA-seq** |
| --- | --- | --- | --- |
| **Transcript** |  | **G19833 vs Dor 364 (fold change)** | **Albion vs Voyage (fold change)** |
| Phvul.005G034400 | Pv bZIP1 | 1.2 | 0.0 |
| Phvul.011G035700 | Pv bZIP2 | 0.6 | 0.2 |
| Phvul.002G099700 | PvZIP2 | 0.1 | 0.1 |
| Phvul.005G149800 | PvZIP9 | 0.0 | 0.0 |
| Phvul.005G048900 | PvZIP8 | 0.0 | 0.4 |
| Phvul.006G003300 | PvZIP12 | 2.6 | 2.2 |
| Phvul.006G070200 | PvZIP13 | 0.8 | 0.2 |
| Phvul.009G077700 | PvIRT | 0.0 | 0.0 |

**Table B.** Primer list for gene expression analysis via RT-qPCR. Four member of the ZIP gene family and two member of the bZIP family were amplified via RT-qPCR to validate the expression profiles obtained by RNA-seq

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| PvZIP8 | GGTGTTGCTGTTGCACTTCC | GCGAAGCCAGAAAGTGTTGC |
| PvZIP12 | GGGCAGAGGCAAGTGCAGGG | GGGCGTGATGGAGATGCAGGA |
| PvZIP13 | CGCGCTCTTCGATTGCCAGGT | CCACCGGCGTGTAGTGCGTA |
| PvIRT3 | AGAATAACACCATCCCCAAAATTA | AGTCACTATGGGAATGTCACAGAA |
| bZIP1 | ATGCAACCCACCTGGCCCTGATGCT | TGCCTGCCCTTGTAGTTTCCTCGCT |
| bZIP2 | ATCGGGAGAAGAAGAAGGCTCGCGC | TCCGGCCCCTTATGTCCACCAGCAA |
| PvactinII | TGCCATCCAGGCCGTTCTTTCA | GGGGACTGTGTGGCTGACACC |

**PvZIP**: Zrt and irt-like protein in *Phaseolus vulgaris*; members 8, 12, 13 and PvIRT member 3.

**bZIP**: transcription factors that regulate ZIP genes.

**PvactinII** was used as reference gene

How the deposited data were processed for this re-analysis (not part of the article)

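Pods of Albion and Voyager, with 3 replicate pots of each genotype, were sequenced by the authors as 75-bp paired-end reads. The authors filtered the reads, aligned them to the v1.0 genome with TopHat and estimated FPKM (fragments mapped to a gene, scaled to its exon length and to the mapped reads) with Cufflinks. The authors compared the genotypes with Cuffdiff, and the deposited table holds the result, with 1 pooled FPKM value per gene and genotype. The p-value, the q-value and the log2 fold change of each gene (Voyager over Albion) were likewise computed by the authors with Cuffdiff and deposited rounded to 2 decimals. The authors' calls of differential expression are those with a q-value under 0.05. The 3 samples of Albion and the 3 of Voyager were mapped to the 2 value columns of the table, and no value of a single sample was used. A comparison of 3 against 3 replicates was therefore described from the authors' results and not tested again. The table carries no counts, so the precision of a single FPKM value cannot be given.

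Every computation was made in Python 3.11 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The p-values used for Benjamini-Hochberg adjustment were recovered from the authors' deposited test statistic as the 2-sided tail of the normal distribution. For the 159 genes with an infinite statistic, the authors' deposited p-value was used, raised by the largest error that rounding allows. Fold changes were recomputed from the authors' deposited FPKM with pseudocounts of 1 and 0.1. Table 3 genes were matched by chromosome and start position, and genes of Table 5 and Table A by identifier. An HMA identifier printed in Table 5 without its full digits was read as Phvul.002G190000, the gene at the position of PvHMA6.

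Chromosome size was the largest gene end on the chromosome, and its correlation with the number of listed genes was tested with 100000 permutations. Highly expressed genes, with a mean of at least 100 FPKM in the authors' deposited values, were compared between each chromosome and the others with Fisher's exact test. The RT qPCR correlation was tested over all pairings of the genes. Neighbouring differentially expressed genes were counted along the chromosomes and compared with 10000 shuffles of the authors' calls within 10 strata of mean expression. Windows of 1 Mb with at least 5 such genes were counted in the same shuffles. Lists of seed, photosynthesis and secondary cell wall genes were made from words of the annotation. The median log2(FPKM + 1) difference of each list, from the authors' deposited values, was placed among those of 10000 random lists of the same size and expression. The lists used genes with a mean of at least 1 FPKM in the authors' deposited values.

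The genes named in the text were chosen by a rule. It takes every gene named in the paper's text, Tables 2, 3 and 5 and Table A that was analysed here. Not all of the genes it takes are named individually. To these it adds the 10 genes with the highest mean FPKM in the deposited values and the 5 genes per direction with the largest deposited log2 fold change among called genes with at least 10 FPKM in the higher genotype. Called genes listed at 0 in a genotype and the genes of the 3 densest 1 Mb windows complete it. Outside the rule, Phvul.009G007000, Phvul.011G183600, Phvul.004G158200, Phvul.004G158100 and Phvul.006G138700 are named, and these were chosen after their values were seen. The rule, the tests named above and most alternatives were set before the data were examined. Alternatives covered the expression threshold, the pseudocount, the q-value threshold of the authors' deposited calls, the adjustment over the list alone, the chromosomes farthest from the median size, the gene of the largest RT qPCR change and the genes entering each list. A stricter Benjamini-Hochberg threshold, the RNA-seq values printed in Table A, with and without PvZIP12, and the seed list without kinase annotations were added after seeing the data.

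The tests were checked on simulated data with 19534 genes. The neighbour test passed its threshold in 20 of 20 simulated sets with calls made in blocks and in 0 of 20 with scattered calls, and the window test gave the same numbers. Lists shifted by 0.5 lay above the middle 95% of random lists in 100 of 100 simulations, and 9 of 100 lists without a shift lay outside it. Simulated genes varied independently, and the medians of the lists used here were much smaller than 0.5. How well medians of that size would be detected was therefore not shown. Benjamini-Hochberg adjustment recovered 199 of 200 changed genes and called 12 unchanged ones. The SNPs, the gene ontology terms and the Zn measurements were not analysed here.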

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

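Except for the shuffles of neighbouring genes, the tests in this part were chosen only after the results were seen. Most of the genes behind these results are not discussed in the paper. Exceptions include the MLP-like protein 43 gene Phvul.011G183900, between 46 and 47 Mb on chromosome 11, PvZIF1, SCR-like 11 and basic chitinase among the neighbouring genes, and the HAD, LTP3 and 2 PAP85 genes among the 10 of highest mean FPKM. All calls are those of the authors' deposited table.

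Differentially expressed genes lay close together on chromosome 11. Between 47 and 48 Mb, 12 of 38 listed genes were called in the authors' deposited table, 8 higher in Voyager and 4 in Albion, and 7 of the 12 had a disease resistance annotation. Between 7 and 8 Mb, 8 of 62 genes were called in the authors' deposited table, and between 46 and 47 Mb, 8 of 66, with 7 of 8 higher in Voyager in each window. Over all chromosomes there were 40 neighbouring pairs of called genes against 7.19 expected from shuffles, and the highest shuffle gave 19 (permutation test, p = 0.0001, the smallest the permutations can give). Shared expression level of neighbours is therefore not enough to give the pattern. Windows with at least 5 called genes numbered 11 against 2.78 expected (permutation test, p = 0.0002). Genes are not independent replicates.

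Reads shared between neighbouring copies of a gene could also give such pairs. In 15 pairs the annotations differed or were missing, against 6.81 expected (permutation test, p = 0.0046), but genes with different annotations can still be copies. In 8 of the pairs the annotations shared no word, against 4.25 expected (permutation test, p = 0.066). In the other 25 pairs the annotation was the same. For all of these pairs, shared reads and a real difference cannot be told apart, because the table carries no read alignments. Opposite errors from exchanged reads are argued against by 35 pairs with the same direction, against 21.0 expected (permutation test, p = 0.0001, the smallest the permutations can give). A difference of the genotypes in inherited blocks may be behind the pattern, and it was not tested.

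Of 185 listed genes with a disease resistance annotation, 27 (14.6%) were called in the authors' deposited table, against 1.82% of the other genes (Fisher's exact test, p = 3.1e-16, with genes that are not independent replicates). Of the 27, 18 were higher in Voyager and 9 in Albion. The 3 windows on chromosome 11 are not the whole cause, since outside them 18 of 167 were called (Fisher's exact test, p = 1.6e-09). Copies that differ from the reference sequence could lose their reads in a genotype. Under 1 FPKM in a genotype were 81.5% of the 27 genes and 22.6% of the other called genes. Loss of reads and absence of the transcript both give low values, so they cannot be told apart.

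The gene with the highest value was Phvul.011G204500, without an annotation, at 59911 FPKM in Voyager. It made up 1.09% of the summed FPKM in Albion and 6.31% in Voyager, and it was not called in the authors' deposited table. Its gene model spans 48379999 to 48380486 on chromosome 11. A few highly expressed genes carry much of the higher mean FPKM in Voyager, a difference of 6.10 FPKM. This gene alone gave 42.6% of it, and 36.4% was left without the 10 genes of highest mean FPKM. Without those 10 genes the mean was 38.5 FPKM in Albion and 40.7 in Voyager. No biological explanation was tested.

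Near the markers on chromosome 9, Phvul.009G011500 had 5.40 FPKM in Albion and was listed at 0 in Voyager. It has no annotation and lies 25.5 kb from the nearest marker. Of random blocks of as many consecutive genes, 42.4% held as many called genes as the marker region, with a median of 1. Chance may therefore account for the number of called genes in this region. The blocks do not address the distance of 25.5 kb, and a link to the seed Zn difference was not tested.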

How the results depend on the processing

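The tests on the alternatives named as added in this part were chosen only after the results were seen.

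No paired analysis was possible because the table holds 1 value per genotype, although the labels give both genotypes the same replicate numbers. For the same reason the alternatives with limma, edgeR and DESeq2, the replicate left out in turn and the replicate block were not run. Chromosome length from a reference was not run, as no reference of the same build was used here.

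The number of called genes in the authors' deposited table fell from 381 to 215 with a q-value listed as 0.00, and the number with a recomputed Benjamini-Hochberg value under 0.01, an added alternative, was 245. Both thresholds are stricter by construction. Between 346 and 380 genes were left under the other alternatives. Called genes counted as expressed in Albion only rose to 13 under 0.1 FPKM and 36 under 1 FPKM, and those in Voyager only to 11 and 67, because a wider limit admits more genes. Adjusted over the list alone, 5 members of the Zn and Fe families passed the threshold, as fewer genes were tested.

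Without the 2 chromosomes farthest from the median size, the correlation of gene number and size rose to 0.68 and its permutation p-value fell under 0.05; the cause was not tested. The median of the seed list fell to 0.11 without kinase annotations (95.8th percentile, an added alternative), and the cause was not tested. The RT qPCR correlation changed sign, to -0.13, with the values printed in Table A without PvZIP12 (exact permutation test, p = 0.79, an added alternative), and the cause was not tested. For the seed list with a pseudocount of 0.1 or all listed genes, the median stayed above the middle 95% of random lists.

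Of 129 named genes with a log2 fold change, 6 fell under a change of 1 on the log2(FPKM + 1) scale and 0 with a pseudocount of 0.1. The medians or means of FPKM moved in 2 cases. The numbers of expressed family members did not move in any of 20 comparisons.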

Differences from the paper's values

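The tests on the added alternative in this part were chosen only after the result was seen.

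For gene number and chromosome size, r was 0.43 against the paper's 0.5. None of the alternatives set before the data were examined closed the gap, with r of 0.43, 0.42 and 0.68. Spearman's rho, also set before the data were examined, was 0.52 (permutation test, p = 0.11), which is the paper's value when rounded. The paper does not name its coefficient, and it counts more genes than the authors' deposited table lists. The paper states a significant correlation, and the permutation p-value here was 0.19.

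For RT qPCR and RNA-seq, r was 0.93 over 5 genes against the paper's 0.85. The paper's methods name fewer RT qPCR genes than Table A lists, so the set of genes behind 0.85 is unclear. The alternatives set before the data were examined gave 0.56 (Spearman's rho), 0.07 (without PvZIP12) and 0.93 (log2(FPKM + 1)), and none closed the gap. The values printed in Table A for all 8 genes, an alternative chosen after seeing the values, gave 0.84, and without PvZIP12 they gave -0.13. The paper presents this as a comparison of methods, while Table A heads the columns with different pairs of genotypes.

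Expressed bZIP genes found in the authors' deposited table numbered 1 against the paper's 2. The number was also 1 at thresholds of 0.1 and 1 FPKM, which were set before the data were examined. Expressed ZIP genes found there numbered 13 against the paper's 15, and VIT genes 6 against the paper's 9. PvbZIP1, PvZIP11, PvZIP17, PvZIP20, PvVIT12, PvVIT13 and PvVIT14 have FPKM values above 0 in Table 3. They were not found at their positions in the authors' deposited table, so the lower numbers do not show a lack of expression.

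In its passage on SNPs the paper describes the ZIF gene Phvul.002G108300 as higher in Albion and on chromosome 11. In the authors' deposited table it lies on chromosome 2 and is higher in Voyager, with a log2 fold change of 4.56. The same passage gives this gene coding SNPs, but Table 5 does not list it. The ZIF gene with the most coding SNPs in Table 5 is Phvul.011G173100, on chromosome 11. The paper describes the NRAMP gene as absent from Voyager, where it had 0.49 FPKM.

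The paper puts HAD, LTP3, PAP85, PRXR1 and phaseolin first among expressed genes. Here 5 genes without an annotation ranked above HAD, and PRXR1 ranked 12. Short gene models, such as Phvul.002G030000 at 3121774 to 3121924, make the FPKM and rank of some of these 5 genes less certain. Annotations are by homology to A. thaliana and none carries the name phaseolin, so phaseolin may be listed under another name. Its rank is therefore unknown. By fold change, the genes the paper gives as most changed ranked 85 and 40 of 147 towards Albion and 166 and 189 of 234 towards Voyager in the authors' deposited table, and they ranked 1, 2, 3 and 4 by FPKM.

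The paper places the most highly expressed genes on chromosomes 2, 3, 7 and 11. At a mean of at least 100 FPKM, chromosome 11 came after chromosomes 2, 7, 3, 9, 8 and 1, with 122 genes. With the top 1% of genes, set before the data were examined, the first chromosomes were 2, 11, 7 and 3, with 24, 23, 22 and 19 genes, which are the paper's chromosomes. At 500 FPKM they were chromosome 2 with 27 genes and chromosomes 3, 7, 9 and 11 with 24 each.

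The paper describes the log10 distribution as skewed to the left, and its skewness here was 0.14 in Albion and 0.23 in Voyager. With all listed genes, an alternative set before the data were examined, the median in Albion was 11.11, the paper's value. The average of the genotype means over all listed genes was 45.43, also the paper's value. Among the Table 3 genes analysed here, the highest value without metallothioneins was 64.9 FPKM against the paper's 72. Table 3 gives the value of 72 for PvYSL9, a gene not analysed here. The ferritin gene Phvul.008G221200, which is in Table 5 and not in Table 3, was higher, with 138 FPKM in Albion and 266 in Voyager.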

Other observations

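The tests in this part were chosen only after the results were seen, except for the percentiles of the lists.

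The paper states that the seed was a larger part of the pod weight in Albion, so transcripts of seed proteins could be higher there. The median log2(FPKM + 1) difference of the seed list, with 199 genes, was 0.12, at the 99.4th percentile of random lists, with 124 genes higher in Voyager and 75 in Albion. Of 227 listed genes of the list, 62 carried a kinase annotation, and no gene was in more than 1 list. Of the 5 most abundant members, 2 cupin genes were higher in Voyager. The other 3 were higher in Albion. Phvul.004G158200, with a lectin protein kinase annotation, had 3996 FPKM in Albion and 2837 in Voyager. The 2S albumin gene Phvul.006G138700 had 2290 and 1778. Phvul.004G158100, with a lectin receptor kinase annotation, had 2056 and 1819. An effect of the seed share and its absence cannot be told apart, because the median is near 0 over members that go both ways.

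The larger wall share in Voyager could raise transcripts of the wall. The photosynthesis list, with 89 genes, had a median of -0.05 at percentile 0.0, below the random lists (0.03 to 0.13), with 41 genes higher in Voyager and 48 in Albion. The secondary cell wall list, with 50 genes, had a median of 0.12 at the 91.0th percentile, inside the random lists, with 34 genes higher in Voyager and 16 in Albion. For both lists an effect of the wall share and its absence cannot be told apart, because the medians are near 0 over members that go both ways. All list genes are expressed in whole pods, and the tissues were not separated.

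No gene with a mean of at least 1000 FPKM was called in the authors' deposited table. Of 3 such genes with a 2-fold difference, 0 were called, and at 100 to 1000 FPKM 19 of 42 were (Fisher's exact test, p = 0.25). Too few genes may be the reason, and this cannot be told apart from a lower rate of calls because 3 genes are too few. These are Phvul.011G204500, the HAD gene Phvul.010G144300 and Phvul.011G183600, with 3106 FPKM in Albion and 973 in Voyager and a q-value of 0.40 in the authors' deposited table.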
